# Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice

**DOI:** 10.1038/s41422-024-01057-5

**Published:** 2025-01-02

**Authors:** Yuting Wang, Wenhao Zhang, Chao Zhang, Hoang Q. Tran Van, Takashi Seino, Yi Zhang

**Keywords:** Ageing, Haematopoietic stem cells

## Abstract

Aging is a process accompanied by functional decline in tissues and organs with great social and medical consequences. Developing effective anti-aging strategies is of great significance. In this study, we demonstrated that transplantation of young hematopoietic stem cells (HSCs) into old mice can mitigate aging phenotypes, underscoring the crucial role of HSCs in the aging process. Through comprehensive molecular and functional analyses, we identified a subset of HSCs in aged mice that exhibit “younger” molecular profiles and functions, marked by low levels of CD150 expression. Mechanistically, CD150^low^ HSCs from old mice but not their CD150^high^ counterparts can effectively differentiate into downstream lineage cells. Notably, transplantation of old CD150^low^ HSCs attenuates aging phenotypes and prolongs lifespan of elderly mice compared to those transplanted with unselected or CD150^high^ HSCs. Importantly, reducing the dysfunctional CD150^high^ HSCs can alleviate aging phenotypes in old recipient mice. Thus, our study demonstrates the presence of “younger” HSCs in old mice, and that aging-associated functional decline can be mitigated by reducing dysfunctional HSCs.

## Introduction

The aging process is marked by a functional decline across various tissues and organs,^1–3^ which significantly increases the risk for a multitude of chronic diseases.^4^ Previous studies have shown that transfusion of young blood or its components into aged mice can have a rejuvenation effect,^5–10^ supporting an important role of the hematopoietic system in whole body aging. Hematopoietic stem cells (HSCs), the source of all hematopoietic cell types, undergo profound functional changes with age, including increased prevalence of clonal hematopoiesis, a shift toward myeloid-biased differentiation, and a diminished capacity for blood regeneration.^11–15^ Recent studies have shown that replacing HSCs of old mice with those of young mice can improve health and extend lifespan of old recipient mice.^16–18^ Conversely, transplanting aged HSCs into young mice can accelerate immune system aging and reduce their lifespan.^19,20^ These studies suggest that HSCs could serve as promising targets for aging-related intervention.

Previous studies have established that intrinsic alterations of HSCs with aging are associated with their functional decline, including increased DNA damage, mitochondrial degeneration, diminished asymmetric distribution of CDC42, altered H4K16 acetylation during mitosis, and other epigenetic modifications.^21–27^ Interestingly, the HSC population exhibits intrinsic heterogeneity in both young and old mice, distinguishable by lymphoid-biased, balanced, and myeloid-biased subtypes based on surface markers and lineage predispositions.^28–36^ Notably, a fraction of HSCs can preserve long-term dormancy and functionality during aging.^37–39^ However, the changes of HSC heterogeneity during aging and their contribution to systemic aging remain to be comprehensively characterized.

In this study, we demonstrate that transplantation of young HSCs can alleviate aging phenotypes in old mice. Single-cell sequencing (scRNA-seq) reveals an increased aging heterogeneity in old HSCs. Systematic molecular and functional characterization indicate the presence of “younger” and functionally defective “older” subsets of HSCs in old mice, marked by differential expression levels of CD150. Mechanistically, old CD150^high^ HSCs exhibit differentiation defects compared to those of the CD150^low^ HSCs. Notably, transplantation of the “younger” subset of HSCs into old recipient mice can attenuate aging phenotypes, including decreased epigenetic age and extended lifespan of old recipient mice compared with those that received old un-selected HSCs or CD150^high^ HSCs. Importantly, reducing the dysfunctional CD150^high^ HSCs can attenuate aging phenotypes in old recipient mice, highlighting that the removal of defective CD150^high^ HSCs from old mice could be a potential strategy for rejuvenation.

## Results

### Transplantation of young HSCs alleviates aging phenotypes in old recipient mice

To directly evaluate the functional differences between young and old HSCs in vivo, we sorted long-term (LT)-HSCs (lineage^*−*^c-Kit^+^Sca-1^+^ (LSK) CD48^*−*^CD34^*−*^CD150^+^) (referred to as HSCs) from young and old mice (Supplementary information, Fig. S1a). Consistent with previous reports,^12,13,40^ a significant increase in the number of HSCs in old mice was observed (Supplementary information, Fig. S1b). Serial transplantation of both young and old HSCs into lethally irradiated young recipient mice (Fig. 1a) revealed a notable decline in the repopulation capacity and biased differentiation of old HSCs compared to their young counterparts (Fig. 1b**;** Supplementary information, Fig. S1c–f). These results are consistent with previous studies,^12,20^ and confirm the age-related intrinsic functional decline of HSCs.

**Fig. 1:**
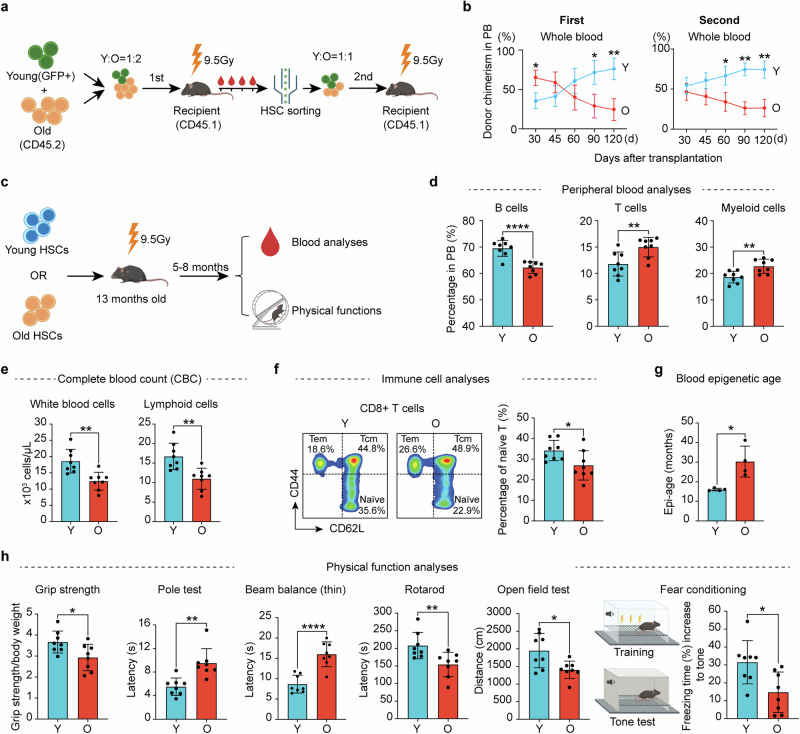
Transplantation of young HSCs alleviates aging phenotypes in old recipient mice. **a** Diagram illustration of the competitive young (2–3 months) and old (22–24 months) HSC transplantation experiment. For the first transplantation, the ratio of young to old HSCs was 1:2 (500 young and 1000 old) while the ratio was 1:1 (1000 young and 1000 old) for the second transplantation. **b** Peripheral blood (PB) chimerism of donor HSCs at different time points after the 1^st^ and 2^nd^ transplantation, *n* = 6 for the first and *n* = 3 for the second transplantation. **c** Diagram showing the experimental design of individual transplantation of 1000 young (3 months) or 1000 old (22–24 months) HSCs into middle-aged recipients (13-month-old). Five months after the transplantation, a series of hematopoietic and physical tests were performed. **d** Bar graph showing the percentage of B, T and myeloid cells in the PB of recipient mice, *n* = 8. **e** Bar graph showing the absolute number of blood cells in the PB of recipient mice, *n* = 8. **f** FACS plot and bar plot showing the percentage of naïve T cells in CD8^+^ T cells from recipient mice, Naïve T cells (CD44^low^, CD62L^high^), Tcm (CD44^high^, CD62L^high^) and Tem (CD44^high^, CD62L^low^), *n* = 8. **g** Bar plot showing the epigenetic age of blood from recipient mice, *n* = 4. **h** Physical tests of recipient mice that received young or old HSCs. Muscle strength, motor coordination, endurance and brain function were assessed, *n* = 8. Mean ± SD, Student’s *t*-test, *P < 0.05, **P < 0.01, ****P < 0.0001. The graphics of the mouse and equipment in **a,** **c** and **h** were created with BioRender.

To analyze the contribution of HSCs to systemic aging, we transplanted young or old HSCs into irradiated middle-aged mice (13 months). Five months after transplantation, we evaluated the aging status of the recipient mice by performing blood analyses and physical tests (Fig. 1c). Previous studies have shown that the blood cell composition changes with aging, characterized by an increase in myeloid cells and a corresponding decrease in lymphoid cells.^41,42^ Notably, mice transplanted with young HSCs exhibited a more youthful blood cell composition, characterized by increased B cell and reduced T cell and myeloid cell proportions, as well as an increase in overall white blood cells and lymphoid counts, compared to the recipients that received old HSCs (Fig. 1d, e). This suggests a crucial role of HSCs in systematic hematopoietic aging.

The ratio of naïve T cells serves as a critical indicator of immune function, which declines with aging.^43^ Conversely, central memory T cells (Tcm) and effector memory T cells (Tem) exhibit an increase with aging,^44^ which were confirmed by our study (Supplementary information, Fig. S2). Notably, the old mice that received young HSCs have more naïve T cells in both CD4 and CD8 T cells (Fig. 1f; Supplementary information, Fig. S3a, b), indicating an improved immune system after receiving young HSCs transplantation.

The DNA methylation clock is widely used as an indicator of aging.^45^ Importantly, old mice that received young HSCs have a younger epigenetic age in blood compared to those that received old HSCs (Fig. 1g). Consistently, old mice that received young HSCs exhibited improved physical functions compared to those that received aged HSCs, including muscle strength, motor coordination, locomotor activity and cognitive functions (Fig. 1h), without significant difference in body weight and spatial memory (Supplementary information, Fig. S3c–e). Collectively, these results demonstrate that transplantation of young HSCs to old mice can alleviate aging-related phenotypes.

### scRNA-seq reveals a “younger” HSC subpopulation in old mice

The above results suggest that HSCs from old mice are functionally defective compared to those from young mice. To understand the defects, we performed both bulk RNA-seq and scRNA-seq on young and old HSCs (Fig. 2a), which revealed a clear transcriptomic difference between young and old HSCs (Fig. 2b; Supplementary information, Fig. S4a). 

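HSCs are the bone marrow cells from which all blood cells arise, sorted here as Lin-Sca1+Kit+ (LSK) cells without CD48 and CD34 and with CD150. For bulk RNA-seq, 3 libraries of young HSCs (mice of 2 to 3 months) and 3 of old HSCs (22 to 24 months) were used. These are the ages of the methods text, and Table S7 gives wider ranges for both. The authors made full-length cDNA libraries, trimmed the reads, aligned them to the mm10 mouse genome with Hisat2 and describe counting without regard to strand, so values of overlapping or antisense genes are uncertain. The deposited values are FPKM per gene (fragments scaled by transcript length and library total), a unit that the methods text does not name, in 1 table of 21835 rows per library. In each table 10 rows repeat a gene symbol and were summed. The FPKM of a library summed to between 606004.6 and 622126.7 in young HSCs and between 593025.1 and 644019.9 in old HSCs. These tables hold no read totals, but the spacing of their lowest values gave depths, relative to the first young library, of 1.0 to 1.11 in young HSCs and 1.01 to 1.17 in old HSCs. Between 10787 and 10828 genes in the young libraries and between 10785 and 10969 in the old libraries had at least 1 FPKM. All 13 mitochondrially encoded genes are listed at 0 in every library, so a value of 0 is not read as absence of a transcript. Genes with a mean of at least 1 FPKM in at least 1 group were tested on log2(FPKM + 1) by limma with a mean-variance trend (limma-trend) and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. Of the 11279 genes tested, 23.8% had FPKM ranges that did not overlap between young and old HSCs, where chance gives 10% for 3 libraries against 3. Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.988 to 0.989 between young libraries and 0.988 to 0.99 between old libraries.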

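For scRNA-seq with the 10x Chromium platform, 1 library per age was deposited as raw UMI counts, made by the authors with Cell Ranger on mm10 and protein-coding genes. A UMI (unique molecular identifier) marks 1 captured transcript. The young library held 1459 barcodes and 17149268 UMIs in the cells kept, and the old library 3720 barcodes and 38686144 UMIs. With the minimum of 800 detected genes and the maximum of 5% mitochondrial UMIs that the paper states, 1104 young and 2758 old HSCs were kept. Their median depth was 14501.5 UMIs in young and 13357.5 in old HSCs. Scrublet called 12 of the young and 5 of the old cells doublets, and these were left in. Cells were clustered with Seurat on variable genes, 20 principal components and a resolution of 0.5. The genes of Table S1 (upregulated), Table S3 and Table S5 (positive) were left out of the clustering, so that the scores made from them did not also define the clusters. For comparisons of cell cycle phase or of score spread between the libraries, each cell was thinned to 9514 UMIs, which left out 91 young and 295 old cells with fewer. With 1 library per age there is no replicate check and no test, and the 95% intervals given for UMI counts and shares of cells cover counting error only.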

Bulk RNA-seq revealed 332 upregulated genes in old HSCs, including previously annotated HSC aging marker genes,^46^ including *Clu*, *Selp*, *Mt1* and *Ramp2* (Supplementary information, Fig. S4a and Table S1). These genes were defined as HSC aging marker genes for downstream analysis. 

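In the bulk libraries, 217 genes were higher and 195 lower in old than in young HSCs at an adjusted p-value under 0.05 and a fold change above 2 or below 0.5. Without the adjustment, 279 genes were higher at the same fold change. The low-value filter moved these counts most, since with every gene above 0 in at least 1 library tested, 50 genes were higher and 11 lower. Leaving out the first young library gave 113 lower genes, the lowest number over the 6 fits that each left out 1 library. Of the 332 genes that the paper lists in Table S1 as upregulated, 263 could be tested here, all 263 had a log2 fold change above 0 (median 1.27) and 178 passed the threshold. *Clu*, on chromosome 14 of GRCm38 (mm10) from 65968483 to 65981547, rose from 21.99 ± 3.84 FPKM (SD, n = 3) in young HSCs to 192.5 ± 24.5 in old HSCs. Its log2 fold change was 3.08 (standard error 0.152, adjusted p = 2.47e-06 from limma-trend with Benjamini-Hochberg adjustment). *Selp* (chromosome 1, 164115264 to 164150026) had 2.251 ± 0.723 FPKM in young and 43.48 ± 7.9 in old HSCs, a log2 fold change of 3.78 (standard error 0.225, limma-trend adjusted p = 2.47e-06). *Mt1* (chromosome 8, 94179082 to 94180327) had 72.62 ± 23.4 and 445.6 ± 67.9 FPKM and a log2 fold change of 2.63 (standard error 0.188, limma-trend adjusted p = 1.15e-05). *Ramp2* (chromosome 11, 101246028 to 101259546) had 16.35 ± 6.86 and 123.7 ± 13.2 FPKM and a log2 fold change of 2.91 (standard error 0.226, limma-trend adjusted p = 2.39e-05). For each of these 4 genes, every old library was above every young library, and the adjusted p-value stayed under 0.05 with each library left out in turn. The largest rises among the called genes included *Mt2*, with 1.069 FPKM in young and 96.23 in old HSCs, and the largest falls included the histone gene *Hist1h2an*, with 75.15 and 3.139 FPKM. Another histone gene among the largest falls, *H2ac10*, had 45.31 and 8.561 FPKM (log2 fold change -3.13, limma-trend adjusted p = 0.0325) and was not past the threshold in 4 of the 6 fits that each left out 1 library. Histone genes have near-identical copies between which reads can be split, so the values of these 2 genes are uncertain.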

Interestingly, unsupervised clustering analysis of scRNA-seq revealed that while the quiescent young HSCs are largely uniform, the quiescent old HSCs can be further divided into 3 clusters (q1–q3) (Fig. 2c, d). This result indicates that quiescent old HSCs are transcriptionally more heterogeneous compared to young HSCs.

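Unsupervised clustering of the 3862 HSCs gave 6 clusters, numbered 0 to 5 by size, and their names were taken from the genes that Table S2 lists for 1 cluster only. Cluster 0 ranked highest for the q2 genes and held 45.9% (exact 95% interval 44.1 to 47.8) of the old HSCs and 1.72% of the young HSCs. Cluster 1 ranked highest for the q1 genes and held 37.7% of the old and 2.81% of the young HSCs, but 3 q2 genes and no q1 gene were among its 10 leading genes, so it is referred to by its number. Cluster 2 ranked highest for the q4 genes and held 0.58% of the old and 59.8% of the young HSCs. Cluster 4 ranked highest for the q3 genes, with 233 old and 110 young HSCs, by a small margin (z = 0.333) and with no q3 gene among its 10 leading genes, so it too is referred to by its number. Clusters 3 and 5 ranked highest for the a1 and a2 genes and held 369 cells and 118 cells. Since clusters 0, 1 and 2 each come mostly from 1 library, a difference between the libraries and a difference between cell states cannot be separated for them. After thinning, 56.2% (53.1 to 59.3) of the young and 80.4% (78.8 to 82) of the old HSCs were scored as G0/G1, against 56.4% and 80.2% without thinning.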

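When the thinned G0/G1 cells of each age were clustered alone, the 569 young cells gave 2 clusters and the 1981 old cells gave 3. With 569 old cells drawn at random, to match the number of young cells, 2 clusters were found in each of 20 draws. The SD of the aging score, the mean expression of the genes upregulated in bulk old HSCs relative to control genes, was 0.0239 across these young and 0.03 across these old cells. The difference in SD was 0.00604, while 100 draws of random genes matched on mean expression gave differences between -0.00183 and 0.000762. Those random genes were not chosen for being higher in old HSCs, so they cannot separate a wider spread from a higher level. With the genes of Table S3 the difference was 0.0178. These values describe 1 library of each age and carry no test across mice.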

**Fig. 2:**
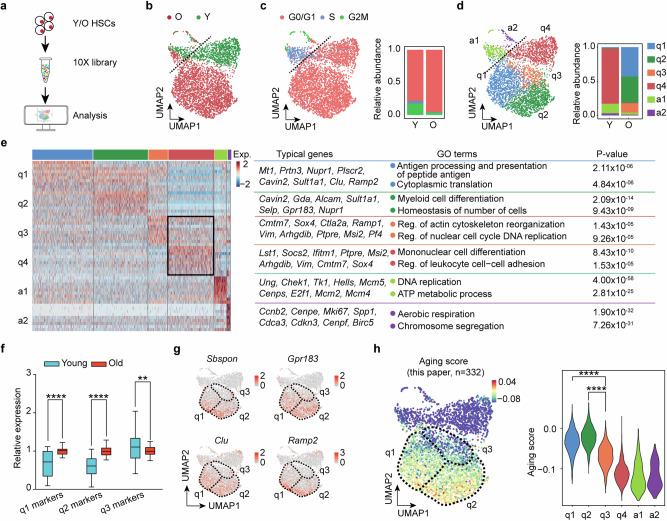
scRNA-seq reveals increased heterogeneity of old HSCs. **a** Workflow of 10X scRNA-seq of young and old HSCs. The HSCs were sorted from young (2–3 months) and old (23 months) mice. **b** UMAP plot showing the distribution of young and old HSCs based on scRNA-seq. Clear separation of young and old HSCs indicates transcriptional changes of HSCs during aging. **c** Cell cycle phase analysis of young and old HSCs based on scRNA-seq. The S-phase and G2/M-phase marker genes are from Seurat package (V4.0.2). The cell cycle phase is determined by the relative expression levels of these marker genes. If neither S-phase nor G2/M phase genes are expressed, they are classified as G0/G1 phase. **d** UMAP plot showing unsupervised clustering of young and old HSCs. In total, 6 clusters were identified with two clusters (a1 and a2) representing active, and four clusters (q1–q4) representing quiescent cells. **e** Heatmap showing the cluster-specific marker genes expression across the 6 clusters and their enriched GO terms. Differentially expressed genes with min.pct = 0.25, logfc.threshold = 0.25 among the 6 clusters were used to generate the heatmap. Well-known HSC aging-related genes in clusters q1 and q2 are highlighted. Commonly identified marker genes in clusters q3 and q4 were also highlighted. Exp., expression; Reg., regulation. **f** Box plot showing relative expression of marker genes of q1, q2 and q3 in young and old HSCs via analysis of bulk RNA-seq. The expression level was normalized to the average expression level of the old. Plot shows the mean and 5–95 percentile. Two-sided unpaired Wilcoxon test. **g** UMAP presentation of the well-known HSC aging marker genes, *Sbspon*, *Gpr183*, *Clu* and *Ramp2* in each of the single cells. **h** UMAP plot and violin plot showing the calculated aging score of single cells of different clusters based on the HSC aging genes identified in bulk RNA-seq. In total, 332 upregulated genes in old HSCs were used for aging score calculation. Two-sided unpaired Wilcoxon test. **P < 0.01, ****P < 0.0001.

We then identified the marker genes for different clusters (Fig. 2e; Supplementary information, Table S2). 

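Expression in the clusters of old HSCs was compared as UMI counts scaled to the total of the cluster (CPM). Cluster 4, which ranked highest for the q3 genes, was set against clusters 0 (q2) and 1 (highest for the q1 genes). Its margin was small (z = 0.333), in a clustering made without the aging and CD150 genes. With all 2000 variable genes, a cluster of 800 old and 7 young cells ranked highest for the q3 genes (z = 1.105). CPM values are not given here for that cluster, so those of cluster 4 need not hold for the paper's q3 cells. *Gpr183* had 81.4 CPM in cluster 0, 73.6 in cluster 1 and 34.7 (exact 95% Poisson interval 29.1 to 41) in cluster 4. *Clu* had 67.4, 93.6 and 52.2 CPM (45.3 to 59.8 in cluster 4), and *Alcam* 167, 101 and 83.3 CPM (74.6 to 92.8). *Cavin2* had 303, 269 and 249 CPM (234 to 265 in cluster 4). *Selp*, with 119, 82.2 and 85.1 CPM (76.2 to 94.7 in cluster 4), and *Ramp2*, with 66.3, 88.9 and 67.1 CPM (59.3 to 75.7), were lower in cluster 4 than in only 1 of the other clusters. *Nupr1* had 320, 355 and 327 CPM (310 to 346), and *Mt1* was higher in cluster 4, with 179, 227 and 314 CPM (297 to 332). In cluster 2, made up mostly of young cells, the 660 young cells had between 3.15 CPM (*Gpr183*) and 59.2 CPM (*Alcam*) of these genes. In the bulk libraries, all of these genes were also higher in old than in young HSCs, and beside *Clu*, *Selp*, *Mt1* and *Ramp2*, given above, limma-trend called *Nupr1* (log2 fold change 3.45, adjusted p = 7.83e-06), *Cavin2* (2.10, adjusted p = 1.34e-05), *Alcam* (1.53, adjusted p = 0.00189) and *Gpr183* (4.83, adjusted p = 2.47e-06).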

Intriguingly, although q1–q3 are all from old HSCs, the known aging marker genes, such as *Mt1*, *Nupr1, Cavin2, Clu, Ramp2, Alcam, Selp* and *Gpr183*, are highly expressed in q1 and q2 clusters, but not in q3 cluster (Fig. 2e). In contrast, q3 and q4 (young HSCs) clusters share highly expressed genes, despite the q3 cluster originating from old mice. 

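Table S2 lists 7 genes for both q3 and q4, and 4 of these were higher in cluster 4 than in clusters 0 and 1, in CPM of the old cells. Of the 74 genes that it lists for q4 alone, 8 were higher in cluster 4 than in both, and of the 18 listed for q3 alone, 4 were. Across 9092 genes, which are not independent replicates, the log2 CPM profile of cluster 4 had Pearson's r of 0.974 and 0.9755 with clusters 0 and 1, 0.9682 with cluster 2 and 0.9517 with cluster 3.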

Gene Ontology (GO) analysis of q3 marker genes revealed an enrichment of cell proliferation-related pathways (Fig. 2e), which were also enriched in the young HSCs (Supplementary information, Fig. S4b, aging-down). 

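No GO analysis was run here, and the cell cycle lists of Seurat were used in its place. By these lists and without thinning, 39.1% of the cells of cluster 4, young and old together, were scored in S or G2/M phase. The shares were 10.1% in cluster 0, 13.6% in cluster 1 and 20.7% in cluster 2. Cluster 4 held 110 young and 233 old cells. Young HSCs were more often scored in cycle, so its share is not that of old cells alone. With all 2000 variable genes, the cluster highest for the q3 genes had 18.1%. Those highest for the q2, q1 and q4 genes had 7.42%, 13% and 25.5%. In the bulk libraries, the 54 tested G2/M genes had a median log2 fold change of -1.33 in old against young HSCs, and 5.6% of them were higher in old HSCs. The set test camera with an estimated correlation gave p = 0.0419 and fry gave p = 0.0084 across the 6 libraries. The 42 tested S phase genes had a median of -0.82 (p = 0.0194 from camera with an estimated correlation, p = 0.00169 from fry, limma's set tests). *Ube2c*, the G2/M gene among the largest falls, had 72.33 FPKM in young HSCs and 11.72, 0 and 22.52 FPKM in the 3 old libraries. Its log2 fold change of -3.45 (standard error 0.836, limma-trend adjusted p = 0.0315) was not past the threshold in 3 of the 6 fits that each left out 1 library.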

We further calculated the relative expression levels of q1, q2, and q3 marker genes in old and young HSCs, and found that the q1 and q2 marker genes are expressed significantly higher in old HSCs, while q3 marker genes are higher in young HSCs (Fig. 2f), supporting a younger transcriptome of q3 HSCs.

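In the bulk libraries, the 36 tested q1 genes of Table S2 had a median log2 fold change of 0.50 in old against young HSCs, and 77.8% of them were higher in old HSCs. The camera set test with a preset inter-gene correlation of 0.01 gave p = 3.77e-21, while an estimated correlation gave p = 0.000899 and fry p = 1.28e-05. The 107 tested q2 genes had a median of 0.66, with 90.7% higher in old HSCs (camera p = 4.11e-41, 0.000309 with an estimated correlation, fry p = 2.86e-05). The 38 tested q3 genes had a median of -0.21, and 36.8% of them were higher in old HSCs. For the q3 genes, camera gave p = 0.156, the estimated correlation p = 0.331 and fry p = 0.235. Their shift was thus not told apart from that of other genes by camera, or from no change by fry. Of the 10 splits of the libraries, only the real one gave a median as large, but so few splits cannot exclude chance below 0.1. The 104 tested q4 genes had a median of -0.34, with 17.3% higher in old HSCs (camera p = 7.95e-16, 0.00389 with an estimated correlation, fry p = 0.0024). All genes tested had a median of 0.01. With each library left out in turn, the medians stayed between 0.49 and 0.55 for q1, between 0.64 and 0.71 for q2, and between -0.20 and -0.16 for q3. Table S2 was made from the same scRNA-seq libraries that are compared above, while the bulk libraries are separate samples. The paper states that the marker genes of q3 are higher in young HSCs and takes this in favor of a younger transcriptome of q3 HSCs.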

To gain further support for the notion that a subset of HSCs from old mice are “younger” in their transcriptome, we analyzed the UMAP distribution of some well-known HSC aging marker genes (*Sbspon*, *Gpr183*, *Clu*, *Ramp2*)^46^ and found that they are expressed at a higher level in q1 and q2 compared to that in q3 (Fig. 2g). In contrast, the young HSC marker genes, such as *Rnase6* and *Arhgap30*, exhibited an opposite expression pattern (Supplementary information, Fig. S4c). 

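*Sbspon* (chromosome 1 of GRCm38, 15853862 to 15892722) had 45.4 CPM in the old cells of cluster 0, 46.4 in cluster 1 and 32.7 (exact 95% Poisson interval 27.3 to 38.8) in cluster 4. Between the whole scRNA-seq libraries, *Sbspon* had 1.69 CPM in young and 40.4 in old HSCs, *Gpr183* 1.98 and 65, *Clu* 22.3 and 71.5, and *Ramp2* 9.62 and 67.1 CPM. The differences between clusters of old HSCs in these 4 genes were thus smaller than those between the libraries of the 2 ages. In bulk RNA-seq, *Sbspon* had 0.612 ± 0.534 FPKM (SD, n = 3) in young and 47.51 ± 9.31 in old HSCs (log2 fold change 4.95, standard error 0.283, adjusted p = 2.47e-06 from limma-trend). *Gpr183* (chromosome 14, 121952551 to 121965195) had 0.64 ± 0.487 and 44.54 ± 6.43 FPKM.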

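*Rnase6* (chromosome 14 of GRCm38, 51123908 to 51132187) had 9.53 CPM in the old cells of cluster 0, 7.77 in cluster 1 and 14.9 (exact 95% Poisson interval 11.4 to 19.3) in cluster 4. *Arhgap30* (chromosome 1, 171388954 to 171410298) had 25.1, 13.4 and 32.2 CPM (26.8 to 38.3 in cluster 4). The young cells of cluster 2 had 37 CPM of *Rnase6* and 52.6 of *Arhgap30*. In bulk RNA-seq, *Rnase6* fell from 90.42 ± 13.2 FPKM (SD, n = 3) in young to 11.65 ± 1.59 in old HSCs, a log2 fold change of -2.85 (standard error 0.161, adjusted p = 2.47e-06 from limma-trend). *Arhgap30* had 6.88 ± 1.46 and 3.3 ± 0.258 FPKM and a log2 fold change of -0.86 (standard error 0.24), which was not past the threshold over all genes (limma-trend adjusted p = 0.0594). Adjusted over the list alone, that is, over the genes the paper names for this comparison, it had p = 0.00398 by limma-trend. Table S1, made from these same libraries, lists *Arhgap30*, so this adjustment does not allow for how the gene was chosen and adds no independent support.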

To quantify the aging heterogeneity of old HSCs, we calculated the aging score using the 332 HSC aging marker genes (Supplementary information, Table S1) or the top 100 reported HSCs aging genes (Supplementary information, Table S3).^46^ Both analyses indicate that cluster q3 has a lower aging score than q1 and q2, despite all cells originating from the same old mice (Fig. 2h; Supplementary information, Fig. S4d). Collectively, comparative scRNA-seq analysis revealed increased aging heterogeneity in old HSCs and a subset of old HSCs that have a younger transcriptome.

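The aging score was computed as in Seurat's module score, as the mean of a list's genes minus that of 100 control genes per gene drawn from the same of 24 expression bins. The list was the upregulated genes of Table S1, and the genes of Table S3 served as the alternative. The lists share 81 genes, so the scores are not independent. In the bulk libraries, all 88 tested genes of Table S3 were higher in old than in young HSCs, with a median log2 fold change of 1.62.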

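In old HSCs, the aging score was -0.0353 ± 0.0316 (SD over cells) in cluster 0, -0.0309 ± 0.0269 in cluster 1 and -0.0629 ± 0.0296 in cluster 4, which ranked highest for the q3 genes. The mean of cluster 4 was thus 0.0296 below that of clusters 0 and 1 together, about as much as the SD over cells within a cluster. The young cells had scores of -0.114 ± 0.0235 in cluster 2 and -0.129 ± 0.0183 in cluster 4, below the old cells of cluster 4. With the genes of Table S3, the old cells scored 0.0421 in cluster 0, 0.0351 in cluster 1 and -0.00146 in cluster 4. With this list the difference was -0.0404. With the Table S1 score without the genes of Table S2, chosen after seeing the data, it was -0.0175. At a resolution of 0.3 no cluster ranked highest for the q3 genes, so no value could be had. At a resolution of 0.8, 408 old and 122 young cells formed a q3-like cluster, with a difference of -0.0384. With all 2000 variable genes, as the paper's methods state, the cluster that ranked highest for the q3 genes held 800 old and 7 young cells, and the difference was -0.0302. From its marker genes and the lower score of q3 together, the paper concludes that a subset of old HSCs has a younger transcriptome.

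**Figure D1:**
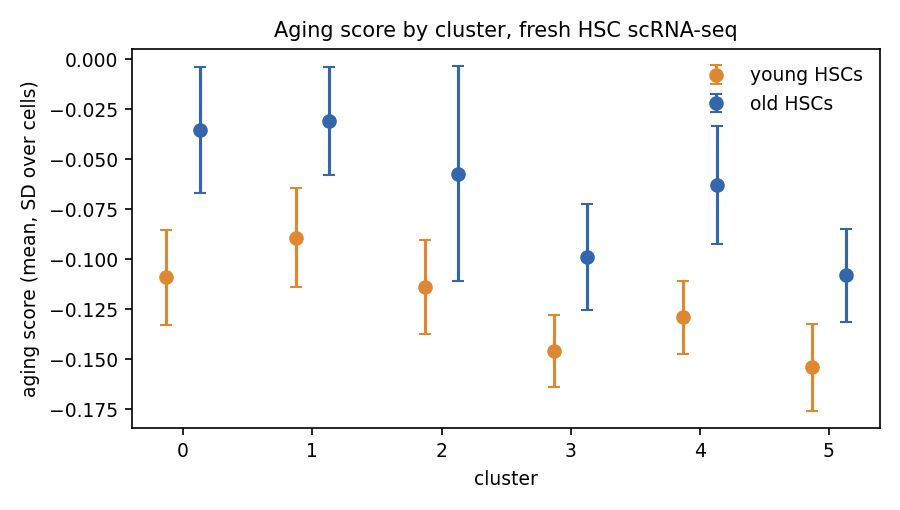
Aging score (no unit, y axis) of young (orange) and old (blue) HSCs in the clusters of the scRNA-seq data (x axis), where points are means over the cells of 1 library and bars the SD over cells. Old cells lie at -0.0353 in cluster 0, -0.0309 in cluster 1 and -0.0629 in cluster 4, and the young cells of clusters 0 to 5 lie below the old cells of the same cluster.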

### CD150 can serve as an aging heterogeneity marker for old HSCs

To better understand the aging heterogeneity of old HSCs and to assess its contribution to overall body aging, a unique cell surface marker that facilitates the separation of “younger” from “older” cells in aged HSCs is needed. To this end, we first identified the top 150 genes showing strong correlation with aging scores in scRNA-seq (Supplementary information, Fig. S5a) and compared them with the 332 genes upregulated in old HSCs (Supplementary information, Fig. S4a), resulting in 54 shared genes (Fig. 3a; Supplementary information, Table S4). 

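The Pearson correlation of each gene's expression with the aging score was computed across cells for 8758 genes and used only to rank them. Over young and old cells together, 57 of the 150 highest-ranked genes were among the upregulated genes of Table S1, 40 were among the genes of Table S4, and *Slamf1*, which encodes CD150, ranked 594. Over old cells alone, 44 of the 150 were in Table S1 and 41 in Table S4, and *Slamf1* ranked 180. A gene of Table S1 is part of the score it is correlated with, so the ranking was repeated with each gene left out of its own score. This gave 50 genes of Table S1 over all cells and 35 over old cells, with *Slamf1* at ranks 813 and 231.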

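Of the 150 genes ranked highest over young and old cells, 20 are marked in Table S4 as membrane proteins, and 18 with each gene left out of its own score. Over old cells alone these numbers were 20 and 16.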

We further required membrane location for sorting purposes, which reduced the candidate gene list to 26 (Fig. 3a). Furthermore, the potential marker genes should have lower expression levels in q3 than in q1 and q2, which further narrowed the list to 7 (Supplementary information, Fig. S5b). 

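Of the 25 genes that the copy of Table S4 used here marks as membrane proteins, 19 had a lower CPM in the old cells of cluster 4 than in those of both clusters 0 and 1. Among the paper's 7 candidates, 5 did. Cluster 4 need not hold the paper's q3 cells, so these counts do not test its selection directly. *Slamf1* had 37.6 CPM in cluster 0, 34 in cluster 1 and 31.9 in cluster 4, where the exact 95% Poisson interval of 26.6 to 38 covers the values of clusters 0 and 1. The young cells of cluster 2 had 41.8 CPM of *Slamf1*, and the whole scRNA-seq libraries 37.7 CPM in young and 34.6 in old HSCs. By bulk RNA-seq, *Slamf1* rose from 22.92 ± 4.981 FPKM (SD, n = 3) in young to 52.16 ± 10.73 in old HSCs without overlap (log2 fold change 1.15, standard error 0.198, limma-trend adjusted p = 0.00564). *Efna1* had 23.4, 28.9 and 18.5 CPM in clusters 0, 1 and 4, *Tm4sf1* 38, 39.3 and 19.2 CPM, and *Procr* 246, 245 and 162 CPM.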

Considering the availability and specificity of the antibodies, CD150 (*Slamf1*) was selected as the marker for aging heterogeneity of old HSCs. FACS analysis of HSCs from young and old mice indicated that the population of HSCs with higher CD150 levels significantly increases with aging (Fig. 3b), supporting the use of CD150 as an indicator of aging heterogeneity in old HSCs.

**Fig. 3:**
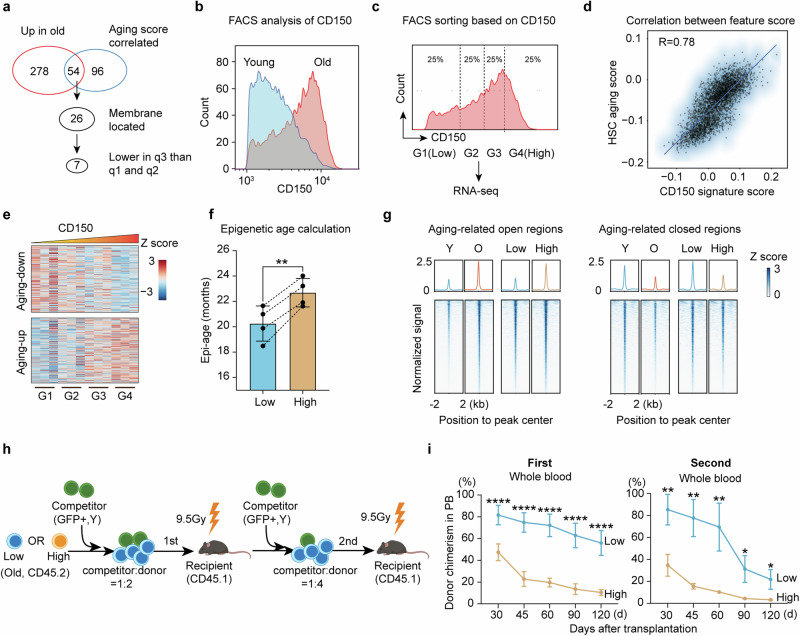
Identification of CD150 as an HSC aging heterogeneity marker. **a** Workflow for identifying heterogeneity marker genes in old HSCs. **b** FACS plot showing expression level of CD150 in young (3 months) and old (22–24 months) HSCs. **c** HSCs from old mice were separated into four subgroups (25% for each) based on their CD150 protein levels and subjected to bulk RNA-seq, *n* = 3. **d** Dot plot showing Pearson correlation between CD150 signature score and aging score based on scRNA-seq data, R = 0.78. **e** Heatmap showing changes in expression of aging-related genes with ascending level of CD150 based on bulk RNA-seq in **c**. **f** Bar plot showing the epigenetic age of CD150^low^ and CD150^high^ HSCs from 22- to 24-month-old mice, *n* = 4, paired *t*-test. The HSC subsets from the same mice were paired with dashed line. **g** Line plot and heatmap showing ATAC-seq signal difference between CD150^low^ and CD150^high^ HSCs in aging-related open and closed regions, respectively. **h** Diagram of competitive transplantation to evaluate the repopulation capacity of CD150^low^ and CD150^high^ HSCs from old mice. **i** Whole blood chimerism of CD150^low^ and CD150^high^ HSCs from 22- to 24-month-old donor mice at different time points after the 1^st^ and 2^nd^ transplantation, *n* = 6 for the first and *n* = 3 for the second transplantation. Mean ± SD, Student’s *t*-test, *P < 0.05, **P < 0.01, ****P < 0.0001. The graphic of the mouse in **h** was created with BioRender.

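HSCs from old mice (22 to 24 months) were sorted by CD150 protein into 4 groups, G1 with the lowest and G4 with the highest level, and bulk RNA-seq gave 3 libraries per group, with the same 3 mice in each. The authors processed these 12 libraries as those of young and old HSCs and deposited FPKM per gene. The FPKM of a library summed to between 567732.5 and 698602.8 in G1, 558341.9 and 638653.5 in G2, 549860.6 and 598562.3 in G3, and 578468.6 and 607368.8 in G4. Depth relative to the first young library, from the spacing of the lowest values, was 0.82 to 0.91 in G1, 0.72 to 1.0 in G2, 0.77 to 1.09 in G3 and 0.67 to 0.92 in G4. Replicates had Pearson's r of 0.988 to 0.991 across genes in G3 and 0.989 to 0.99 in G4, but 0.962 to 0.99 in G1 and 0.973 to 0.99 in G2, where G1 replicate 3 and G2 replicate 2 stood apart from their groups. A linear term for the group, 1 to 4, was fitted to log2(FPKM + 1) of 11673 genes by limma-trend without a fold threshold, and its slope is the log2 change per group. *Slamf1* (chromosome 1 of GRCm38, 171767127 to 171801184), the gene of the sorted protein, had 24.61 ± 8.14 FPKM (SD, n = 3) in G1, 48.2 ± 5.9 in G2, 65.82 ± 2.67 in G3 and 90.2 ± 11.5 in G4. Its slope was 0.61 (standard error 0.074, adjusted p = 0.00138 from limma-trend with Benjamini-Hochberg adjustment).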

To further confirm that the CD150 level can serve as a marker of aging heterogeneity of old HSCs, we separated old HSCs into 4 groups (G1 to G4) by FACS based on CD150 levels and profiled their transcriptomes (Fig. 3c). We then calculated the expression correlation between CD150 and each gene and identified 131 and 103 genes that exhibit strong positive or negative correlation with CD150 in aged HSCs, respectively (Supplementary information, Fig. S5c and Table S5). 

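Pearson's r between log2(FPKM + 1) of *Slamf1* and of each of 11672 other genes across the 12 libraries was above 0.8 for 187 genes and below -0.75 for 271 genes, the limits given in Fig. S5c. In 100 permutations of the *Slamf1* values across libraries, the median was 5 genes above and 11 below these limits, and 1 and 2 of the permutations gave as many as observed. The 12 libraries come from 3 mice, and with each mouse's mean taken out 307 genes were above and 446 below the limits. Leaving out G1 replicate 3 gave 99 and 113 genes, and leaving out G1 replicate 1 gave 380 and 537, the extremes over the 12 libraries. With Spearman's rho, 157 genes were below -0.75. Of the genes of Table S5, all 120 tested positive and all 95 tested negative genes had r of the listed sign, with medians of 0.84 and -0.749, and 84 and 47 of them passed the limits here. By the linear term, 32 genes rose and 13 fell from G1 to G4 at an adjusted p-value under 0.05 (limma-trend), and 699 and 677 at an unadjusted p-value under 0.05. With every gene above 0 tested the numbers were 16 and 1. Under settings chosen after seeing the data they were 64 and 33 with a term for G1 replicate 3 and G2 replicate 2, and 67 and 34 with the replicate block and a correction for transcript length and GC content. Beside *Sbspon*, the largest rises among the called genes were those of *Zg16* (slope 0.83, limma-trend adjusted p = 0.0166) and *Rbpjl* (0.69, adjusted p = 0.00614), and the largest falls those of *Wfdc17* (-1.23, adjusted p = 0.00976), *Tff2* (-0.82, adjusted p = 0.0186) and *Ccl3* (-0.81, adjusted p = 0.044). *Ccl3* was not past the threshold in 11, *Zg16* in 3 and *Tff2* in 2 of the 12 fits that each left out 1 library. Leaving out libraries gave between 18 (without G4 replicate 2) and 34 rising genes and between 4 (without G4 replicate 1) and 14 falling genes.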

Notably, the genes that positively correlate with CD150 include many known HSC aging markers, including *Sbspon, Ehd3, Clu, Selp, Jam2* and *Enpp5*. In contrast, the negatively correlated genes include genes that are highly expressed in young HSCs, such as *Serpinb1a, Usp6nl, Lrr1* and *Kif15* (Supplementary information, Fig. S5d). These results suggest that CD150 level can be a potential indicator of HSC transcriptome age.

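Across the 12 libraries, *Sbspon* had r = 0.928 with *Slamf1* (permutation p = 1e-05, 2.5e-05 after Benjamini-Hochberg adjustment over the 10 genes named in the text) and Spearman's rho = 0.944 (permutation p = 6e-05). The value 1e-05 is the smallest p that 100000 resamples can give. The paper named the 10 genes from these same libraries, so the adjustment over them does not allow for that choice. *Ehd3* had r = 0.955 and rho = 0.944, *Clu* r = 0.945 and rho = 0.979, and *Enpp5* r = 0.935 and rho = 0.916. *Selp* had r = 0.93 and rho = 0.902, and *Jam2* had r = 0.805 and rho = 0.825 (permutation p = 0.00105 and 0.00156). Without G1 replicates 2 and 3, the libraries farthest from the median of *Slamf1*, r was 0.939 for *Sbspon*, 0.923 for *Ehd3*, 0.951 for *Clu*, 0.879 for *Enpp5*, 0.839 for *Selp* and 0.808 for *Jam2*. *Sbspon* rose from 9.28 FPKM in G1 to 27.7 in G2, 58.4 in G3 and 83.3 in G4 (slope 1.04, standard error 0.0948, limma-trend adjusted p = 6.07e-05). The slopes were 0.57 for *Clu* (87.97 FPKM in G1, 278.1 in G4, adjusted p = 6.07e-05), 0.44 for *Ehd3* (12.99 and 34.02 FPKM, adjusted p = 0.00614) and 0.39 for *Jam2* (23.28 and 55.22 FPKM, adjusted p = 0.00614) by limma-trend. *Selp* (39.94 and 80.07 FPKM) had a slope of 0.35, not past the threshold over all genes (limma-trend adjusted p = 0.0558). With a replicate block for the mice, *Selp* passed the threshold. *Enpp5* (90.47 and 151.4 FPKM) had a slope of 0.25 with a limma-trend adjusted p of 0.044, which was above 0.05 in 11 of the 12 fits that each left out 1 library. *Ehd3* lies on chromosome 17 of GRCm38 from 73804134 to 73832094, *Jam2* on chromosome 16 from 84774123 to 84825928 and *Enpp5* on chromosome 17 from 44078813 to 44086567.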

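*Serpinb1a* (chromosome 13 of GRCm38, 32842092 to 32851185) fell from 57.11 FPKM in G1 to 17.57 in G4, a slope of -0.56 (limma-trend adjusted p = 0.000282), with r = -0.944 and rho = -0.972 to *Slamf1* (permutation p = 1e-05). *Usp6nl* (chromosome 2, 6322667 to 6446390) had 8.15 ± 6.53 FPKM (SD, n = 3) in G1 and 1.4 in G4, with r = -0.851 (permutation p = 0.00056) and rho = -0.937. *Lrr1* (chromosome 12, 69168814 to 69179009) had 5.19 and 1.29 FPKM, with r = -0.769 (permutation p = 0.00321) and rho = -0.79 (permutation p = 0.00349). *Kif15* (chromosome 9, 122951046 to 123018733) had 6.68 and 2.48 FPKM, with r = -0.596 (permutation p = 0.04) and rho = -0.671 (permutation p = 0.0206), above the limit of -0.75. Over all genes tested, the slopes of *Usp6nl* (-0.61, adjusted p = 0.0844), *Lrr1* (-0.48, adjusted p = 0.0877) and *Kif15* (-0.36, adjusted p = 0.166) were not past the threshold of limma-trend. Without G1 replicates 2 and 3, r was -0.936 for *Serpinb1a*, -0.765 for *Usp6nl*, -0.728 for *Lrr1* and -0.836 for *Kif15*.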

Using the 131 genes that positively correlate with the CD150 level (referred to as CD150 feature genes), we calculated the CD150 feature score and found that q3 HSCs have a significantly lower CD150 feature score than q1 and q2 HSCs (Supplementary information, Fig. S5e, f). 

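The CD150 feature score was computed from the positive genes of Table S5 in the same way as the aging score. In old HSCs it was 0.0197 in cluster 0, 0.0312 in cluster 1 and -0.00652 ± 0.0419 (SD over cells) in cluster 4, which ranked highest for the q3 genes. The difference of cluster 4 from the other clusters was -0.0314, smaller than the SD over its cells.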

Notably, a strong correlation between the CD150 feature score and aging score was observed (Fig. 3d). This indicates that the aging heterogeneity of old HSCs can be well reflected by CD150 feature genes. 

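Over 3862 cells, the CD150 feature score and the aging score had Pearson's r of 0.808, with 0.765 over old and 0.773 over young cells alone. Cells of a library are not independent replicates, so no p-value is given. The lists behind the scores share 40 genes detected in these libraries. With the shared genes left out of both scores r was 0.593, and 0.564 and 0.652 within the old and the young library. Thinning each cell to the same number of UMIs gave r = 0.773. Random genes matched on mean expression, in 100 draws, gave a median r of -0.00223 and values between -0.122 and 0.0898.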

Consistently, HSC aging-related up- and down-regulated genes in the 4 groups of HSCs from G1 to G4 exhibit a trend that is similar to the aging process (Fig. 3e), confirming the positive correlation between CD150 level and HSC aging status in old mice.

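Each gene's log2(FPKM + 1) was converted to a z-score over the 12 libraries and averaged over the aging-related genes of Table S1. The score of the 279 upregulated genes was -0.509 ± 0.0932 (SD, n = 3) in G1, -0.12 ± 0.0503 in G2, 0.218 ± 0.00541 in G3 and 0.411 ± 0.0504 in G4. That of the 211 downregulated genes was 0.48 ± 0.256 in G1, 0.175 ± 0.109 in G2, -0.0627 ± 0.297 in G3 and -0.592 ± 0.198 in G4. The slopes per group were 0.31 and -0.345, each with p = 0.000145 from an exact two-sided permutation of the groups within each mouse, the smallest p that the 13824 arrangements allow. With each library left out in turn, the slopes stayed between 0.299 and 0.323 and between -0.377 and -0.316. Of the upregulated genes 80.3% had a positive slope and of the downregulated genes 11.8%, against 50.6% of all genes tested. With the 93 genes of Table S3 the slope was 0.368. Of the 32 genes called as rising, 25 are upregulated genes of Table S1, and of the 13 called as falling, 3 are downregulated genes of Table S1. From this trend across G1 to G4, the paper concludes that the CD150 level is positively correlated with the aging status of HSCs in old mice.

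**Figure D2:**
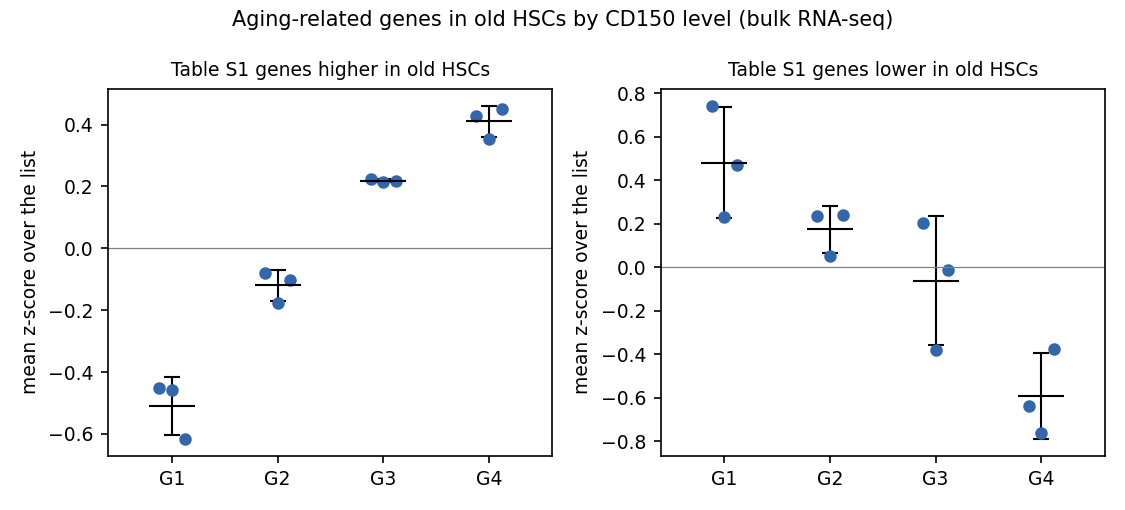
Mean z-score (no unit, y axis) of the genes of Table S1 higher (left) and lower (right) in old HSCs, in old HSCs sorted by CD150 level into G1 to G4 (x axis), where each point is a library and the black line and bar are the mean and SD of 3 libraries. The upregulated genes rise from -0.509 in G1 to 0.411 in G4 and the downregulated genes fall from 0.48 to -0.592.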

### CD150^low^ HSCs from old mice have younger epigenome and superior functions

Epigenetic changes are believed to be one of the drivers of aging.^47–49^ To further determine whether CD150 level can reflect epigenetic aging in old HSCs, we first compared their epigenetic age and found that CD150^low^ HSCs have a lower epigenetic age than that of CD150^high^ HSCs despite that they are from the same old mice (Fig. 3f). Given that stem cell aging is accompanied by chromatin accessibility changes,^50–52^ we compared the chromatin accessibility landscapes of old CD150^low^ and CD150^high^ HSCs, as well as young and old HSCs by performing ATAC-seq analyses. We found that 4694 peaks displayed increased chromatin accessibility and 3842 peaks showed decreased accessibility in aged HSCs relative to young HSCs, while 3066 open and 1966 closed differential peaks were identified between old CD150^low^ and CD150^high^ HSCs (Supplementary information, Fig. S5g, h). Interestingly, a similar change between CD150^low^ and CD150^high^ old HSCs was also observed around the aging-related ATAC-seq peaks (Fig. 3g). These results indicate that CD150 can serve as a marker reflecting both transcriptional and epigenetic aging in aged HSCs.

When we further checked the genes close to the differential accessible peaks, we found several HSC aging-related genes, including *Clu*, *Jam2*, *Mt2*, *Nupr1*, *Selp*, *Slamf1 *(CD150) and *Vwf*, are located near the aging-related open peaks, and these genes also harbor the open peaks when comparing old CD150^high^ and CD150^low^ HSCs (Supplementary information, Fig. S5g, h). Consistently, the genes located around closed differential accessible peaks in both comparisons include many highly expressed genes in young HSCs, such as *Cd52*, *Cdc6*, *Haao* and *Nkg7*, demonstrating the corresponding chromatin accessibility changes underlying transcriptome alteration.

In addition, GO analysis of the genes related to the differential accessible peaks revealed enrichment of ‘cell adhesion’ and ‘potassium transport’ in the open peaks in both comparisons (Supplementary information, Fig. S5g, h). Previous studies have demonstrated a correlation between ‘cell adhesion’ with HSCs functions and aging,^46,53,54^ further supporting the potential functional defects in old and CD150^high^ HSCs compared to their counterparts.

To gain further insight into the aging-related open and closed ATAC-seq peaks, we performed motif enrichment analysis. We found that the aging-related open peaks are enriched for binding sites of the AP-1 family transcription factors (TFs), while the aging-related closed peaks are enriched for the E26 transformation-specific (ETS) family TFs, including SPIB and PU.1 (Supplementary information, Fig. S5i). Importantly, similar TFs were identified when comparing CD150^low^ and CD150^high^ old HSCs (Supplementary information, Fig. S5j), further supporting a relatively younger chromatin in old CD150^low^ HSCs compared to the CD150^high^ HSCs. AP-1 family TFs have been reported as pioneer factors in aging,^55,56^ while PU.1 and SPIB play important roles in regulating hematopoiesis,^57,58^ further highlighting the altered chromatin status and potentially impaired functions in the old CD150^high^ HSCs.

Previous studies have shown that increased DNA damage and decreased percentage of cells in proliferation are associated with functional decline of old HSCs.^27,59,60^ Interestingly, we observed an increase of double stranded breaks (indicated by γH2AX) as well as a decrease in the proportion of cells in proliferation in CD150^high^ compared to CD150^low^ old HSCs (Supplementary information, Fig. S5k, l), indicating that CD150^low^ HSCs may have better functions than CD150^high^ HSCs in old mice.

To directly compare the functions between old CD150^low^ and CD150^high^ HSCs, we performed serial competitive transplantation (Fig. 3h). We found that CD150^low^ old HSCs have significantly better engraftment capacity compared to their CD150^high^ counterparts in both the first and second transplantation (Fig. 3i; Supplementary information, Fig. S6a, b). These results demonstrate that CD150 level not only marks transcriptome and epigenome heterogeneity, but also reflects functional heterogeneity of old HSCs.

Despite old CD150^low^ HSCs being molecularly and functionally younger than CD150^high^ HSCs, the extent to which they are similar to young HSCs remains unclear. To this end, we conducted molecular and functional comparisons between young HSCs and old CD150^low^ HSCs. 

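The aging-related genes of Table S1 were compared between young HSCs, unsorted old HSCs and the CD150 low (G1) and CD150 high (G4) groups of old HSCs as the mean log2(FPKM + 1) over each list. The mean of the upregulated genes was 1.9 ± 0.028 (SD, n = 3) in young HSCs, 3.13 ± 0.078 in G1, 3.32 ± 0.075 in unsorted old HSCs and 3.62 ± 0.014 in G4. G1 was thus 1.23 above young HSCs and 0.49 below G4. The mean of the downregulated genes was 3.55 ± 0.018 in young HSCs, 2.93 ± 0.15 in G1, 2.26 ± 0.19 in unsorted old HSCs and 2.36 ± 0.12 in G4, so that G1 was below young HSCs by a difference of -0.62. Every G1 library lay beyond every young library in both lists (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out each library in turn gave differences of 1.20 to 1.28 and of -0.69 to -0.54. With a pseudocount of 0.1 the differences were 1.79 and -0.91, and with the libraries scaled to the same median of genes outside Table S1 they were 1.02 and -0.82. Young HSCs and the CD150 groups come from separate experiments, whose own difference was not measured. Unsorted old HSCs, which the paper compares with the young HSCs, differed from these by 1.42 and -1.29, more than G1 did. Table S1 was drawn from that comparison, which favors a large difference between its own libraries. In the downregulated genes, unsorted old HSCs at 2.26 lay below both G1 and G4. These values therefore cannot show that G1 is younger than unsorted old HSCs.

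**Figure D3:**
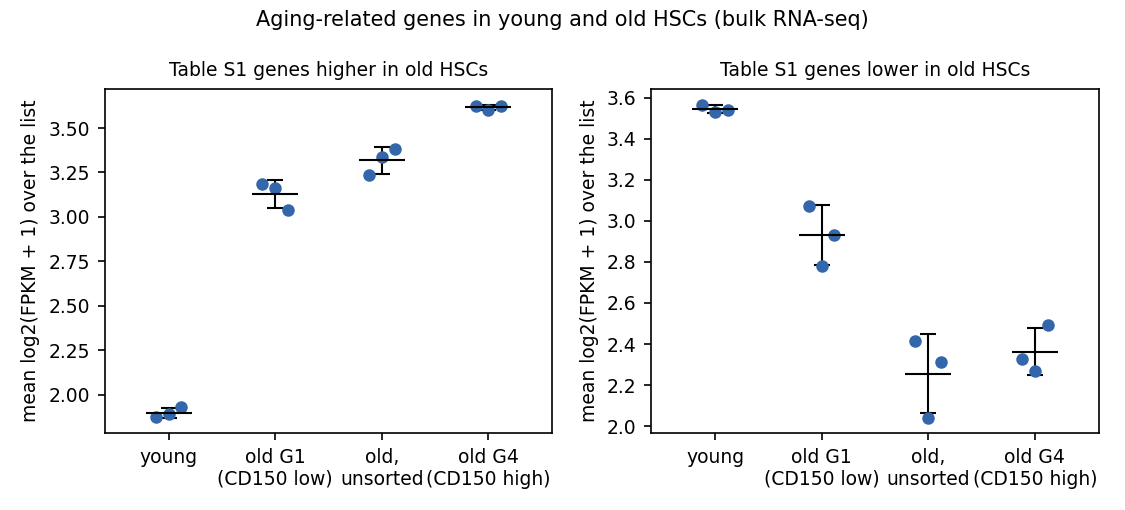
Mean log2(FPKM + 1) (y axis) of the genes of Table S1 higher (left) and lower (right) in old HSCs, in young HSCs, the lowest (G1) and highest (G4) CD150 group of old HSCs and unsorted old HSCs (x axis), where each point is a library and the black line and bar are the mean and SD of 3 libraries. In the left panel G1 lies at 3.13, between young HSCs at 1.9 and G4 at 3.62, and in the right panel at 2.93, between young HSCs at 3.55 and G4 at 2.36.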

The transcriptome comparison showed that, although old CD150^low^ HSCs are younger than CD150^high^ HSCs, they are still different from young HSCs in the expression of aging-related genes (Supplementary information, Fig. S6c). In terms of chromatin accessibility, old CD150^low^ HSCs are similar to young HSCs in aging-related closed regions but have higher signals in aging-related open regions (Supplementary information, Fig. S6d). These results demonstrate that old CD150^low^ HSCs are younger than old CD150^high^ HSCs, but still older than young HSCs at the molecular level. As for the direct functional comparison, based on the competitive transplantation experiment (Fig. 3h), we found that old CD150^low^ HSCs retain about 72.9% functionality relative to that of the young HSCs in terms of their repopulation capability, while the old CD150^high^ HSCs only retain about 5.9% (Supplementary information, Fig. S6e). Collectively, these results indicate that although old CD150^low^ HSCs are not as youthful as young HSCs at the molecular and functional levels, they retain most of the functionality of young HSCs.

Although young HSCs exhibit a homogeneous transcriptome (Fig. 2d) and aging score (Fig. 2h), their CD150 levels are variable (Fig. 3b). This raised the question whether CD150^low^ HSCs are also functionally superior to CD150^high^ HSCs in young mice. To address this question, we checked the cell cycle and performed similar HSC transplantation experiments using young HSCs (Supplementary information, Fig. S7a, b). Consistent with their transcriptome and aging score homogeneity, no significant functional difference was observed between CD150^low^ and CD150^high^ young HSCs for cell cycle analysis or peripheral blood (PB) chimerism during the period of 120 days after transplantation (Supplementary information, Fig. S7a–d). However, we noted a myeloid bias and significantly higher contribution to myeloid cells in young CD150^high^ HSCs, along with an upward trend in PB chimerism when compared to CD150^low^ young HSCs (Supplementary information, Fig. S7c, d). These results indicate that CD150^high^ HSCs from young mice have comparable or even better functions compared to CD150^low^ HSCs, which is in contrast to those in old mice. Furthermore, these findings also suggest that myeloid-biased differentiation is not linked to aging status or decreased functionality in young HSCs.

### Old CD150^high^ HSCs are defective in differentiation, but not in self-renewal or activation

We next attempted to dissect the mechanism underlying the differential repopulation capacity of CD150^low^ and CD150^high^ HSCs in old mice. Considering that self-renewal and differentiation are the two major features of stem cells, we compared both features after their transplantation. We first determined the differentiation dynamics of old HSCs at different time points after transplantation (Supplementary information, Fig. S8a). We found that transplanted old HSCs start to differentiate on day 7, and the progenitor subpopulation becomes apparent on day 10 (Supplementary information, Fig. S8b). Based on this, we separately transplanted old CD150^low^ and CD150^high^ HSCs and analyzed the donor-derived hematopoietic stem and progenitor cells (HSPCs) in bone marrow on days 7 and 14 after transplantation (Fig. 4a). Notably, we found that CD150^high^ HSCs showed a significantly lower ratio in short term HSCs (ST-HSCs) and multipotent progenitors (MPPs), but a higher ratio in LT-HSCs compared to CD150^low^ HSCs (Fig. 4b; Supplementary information, Fig. S8c), indicating that old CD150^high^ HSCs might have differentiation and/or activation defects.

**Fig. 4:**
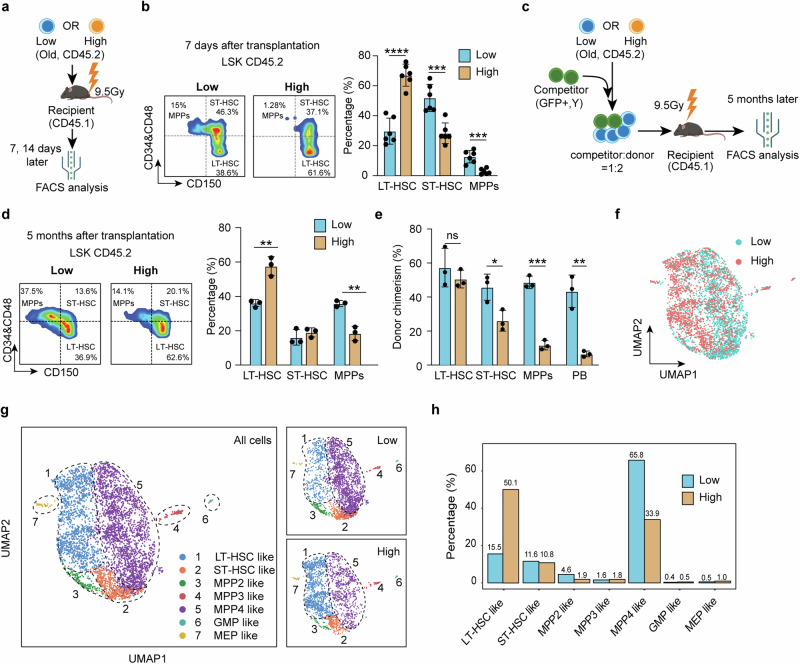
Differentiation, but not self-renewal, is a major defect of old CD150^high^ HSCs. **a** Diagram illustration of the transplantation experiment comparing old CD150^low^ and CD150^high^ HSCs. Donor HSCs-derived HSPCs from the bone marrow were analyzed on days 7 and 14 after transplantation. **b** Representative FACS analysis of donor HSCs-derived HSPCs (left) and quantification of different cell populations 7 days after transplantation (right). LT-HSC (CD45.2 LSK, CD34^*−*^CD48^*−*^CD150^+^), ST-HSC (CD45.2 LSK, CD34^+^/CD48^+^CD150^+^) and MPPs (CD45.2 LSK, CD34^+^/CD48^+^CD150^*−*^) were analyzed, *n* = 3. **c** Diagram illustration of the competitive transplantation for evaluating the long-term differentiation of CD150^high^ HSCs. Both PB and bone marrow were analyzed five months after transplantation. **d** Representative FACS analysis of donor HSC-derived HSPCs (left) and quantification of different cell populations (right) 5 months after transplantation, *n* = 3. **e** Bar graph showing the chimerism of donor HSCs in LT-HSCs, ST-HSCs, MPPs and PB 5 months after transplantation, *n* = 3. **f** UMAP plot showing cell distribution of HSPCs derived from CD150^low^ and CD150^high^ HSCs in scRNA-seq 14 days after transplantation. **g** UMAP presentation of cell types predicted based on HSPC marker gene expression (left). In total, 7 different cell types were identified in HSPCs. **h** Bar graph showing relative abundance of predicted cell types in HSPCs from mice that received old CD150^low^ or CD150^high^ HSCs. Mean ± SD, Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. The graphics of the mouse in **a** and **c** were created with BioRender.

To distinguish between these two possibilities, we profiled transcriptomes of CD150^low^ and CD150^high^ HSCs 4 days after transplantation when the HSCs had yet to initiate differentiation (Supplementary information, Fig. S8d). 

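For the transcriptomes after transplantation, 3 bulk RNA-seq libraries of CD150 low and 3 of CD150 high old HSCs recovered on day 4 from irradiated recipients were compared with the freshly isolated G1 and G4 groups. The sample labels also give 4 days, while the names of the deposited tables give 4.5 days, and the authors deposited FPKM per gene as for the other bulk libraries. The FPKM of a library summed to between 695297.4 and 702434.3 in CD150 low and between 688567.3 and 723258.7 in CD150 high HSCs after transplantation. Their depth relative to the first young library was 0.52 to 0.6 and 0.53 to 0.56, below that of G1 and G4, and 10503 to 10829 and 10362 to 10457 genes had at least 1 FPKM. The 12 libraries were fitted together by limma-trend, so that the 4 groups share 1 estimate of the spread, and 11894 genes were tested. The median log2 fold change of all genes was -0.17 in CD150 low against G1 and -0.20 in CD150 high against G4, so shifts of a list are read relative to these values. The fresh and the transplanted libraries come from separate experiments, and handling cannot be separated from the effect of transplantation.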

By comparing with freshly isolated HSCs, we identified 794 commonly upregulated genes in both CD150^low^ and CD150^high^ HSCs after transplantation (Supplementary information, Fig. S8e and Table S6). 

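After transplantation, 789 genes were higher and 1568 lower in CD150 low HSCs than in G1, and 890 were higher and 1713 lower in CD150 high HSCs than in G4 (limma-trend, adjusted p-value under 0.05 and fold change above 2 or below 0.5). Of the higher genes, 552 were shared, 237 were called in CD150 low HSCs alone and 338 in CD150 high HSCs alone. The fold threshold moved these numbers most, with 1209 genes higher in both when only the adjusted p-value was used. Of the 756 genes of Table S6 tested here, 755 had a log2 fold change above 0 in both comparisons and 485 were called in both. Across genes, which are not independent replicates, the responses had Pearson's r of 0.807, and they share no libraries. Of the genes called in CD150 low HSCs alone 207 were also above 0 in CD150 high HSCs, and of those called in CD150 high HSCs alone 323 were above 0 in CD150 low HSCs. The difference between the responses was tested as an interaction term, and 1 gene, *Wfdc17*, passed an adjusted p-value of 0.05, with 786 genes at an unadjusted p-value under 0.05. Leaving out the third transplanted CD150 low library gave 12 genes. In the direct comparison of the transplanted groups 1 gene passed, *Clu*, with 13.13 ± 6.97 FPKM (SD, n = 3) in CD150 low and 60.66 ± 15.9 in CD150 high HSCs (log2 fold change 2.20, standard error 0.279, limma-trend adjusted p = 0.0173), with 787 genes at an unadjusted p-value under 0.05. It was not past the threshold in 5 of the 12 fits that each left out 1 library, and the number of genes went from 0 without G4 replicate 1 to 39 without the third transplanted CD150 low library. Among the largest rises was *Cd48*, with 0, 0.0028 and 0.0172 FPKM in G1 and 63.27 ± 27.4 in CD150 low HSCs after transplantation. The other largest rises in CD150 low HSCs were *Fabp4* (log2 fold change 5.56) and *C1qb* (4.94), and the largest falls were *Ccl4* (-5.05, 226.5 FPKM in G1 and 5.6 after transplantation), *Gpr183* (-4.78, 38.04 and 0.411 FPKM) and *Ccl3* (-4.56). In CD150 high HSCs, the largest rises were *Ifi27l2a* (6.05), *C1qb* and *C1qc*, the last 2 listed at 0 in all 3 G4 libraries, and the largest falls *Cldn5* (-6.14, 114.2 FPKM in G4 and 0, 0 and 3.204 FPKM in the transplanted libraries), *Gpr183* (-5.99) and *Zg16* (-5.63).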

The commonly upregulated genes are highly enriched in terms related to cellular division. 

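No GO analysis was run here. The 42 tested S phase genes of Seurat's cell cycle list had a median log2 fold change of 1.54 in CD150 low HSCs and 2.02 in CD150 high HSCs after transplantation. The genes of Table S6 had medians of 1.23 and 1.37.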

Consistently, the G2M checkpoint-related genes were similarly upregulated in both CD150^low^ and CD150^high^ HSCs upon transplantation (Supplementary information, Fig. S8f). These results indicate that old CD150^high^ HSCs can be effectively activated as that of CD150^low^ HSCs following transplantation.

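The hallmark gene set of the paper was not used here, and the G2/M list of Seurat took its place. Its genes had a median log2 fold change of 1.57 after transplantation in CD150 low HSCs, with 92.6% of them higher, and of 2.50 in CD150 high HSCs, with 96.3% higher. The camera set test with the preset correlation gave p = 2.18e-18 and 7.43e-28, an estimated correlation p = 0.0487 and 0.0196, and fry p = 0.000724 and 4.19e-05. With each library left out in turn, the medians stayed between 1.29 and 1.82 and between 2.23 and 2.76. The difference between the responses had a median of 0.78, with p = 2.14e-12 from camera at the preset correlation, but p = 0.0992 with an estimated correlation and p = 0.101 from fry, so only the preset correlation called it. Between the transplanted groups themselves, the G2/M genes differed by a median of 0.02 (p = 0.894 from camera with an estimated correlation). Before transplantation they were lower in G4 than in G1, with a median of -0.70.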

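The aging-related genes of Table S1 fell after transplantation in both groups, with a median log2 fold change over the 274 tested upregulated genes of -1.21 in CD150 low and -1.45 in CD150 high HSCs (p = 0.000243 and 9.28e-05 from camera with an estimated correlation). From the similar rise of the cell division genes in both groups, the paper concludes that old CD150 high HSCs can be activated as effectively as CD150 low HSCs.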

We further compared the proliferation capacity of old CD150^low^ and CD150^high^ HSCs in culture and found that old CD150^low^ and CD150^high^ HSCs exhibited comparable proliferation rates (Supplementary information, Fig. S8g–k). Taken together, these results indicate that impaired repopulation capacity of old CD150^high^ HSCs is caused by defective differentiation, but not activation or proliferation.

To rule out a possible delay in differentiation of old CD150^high^ HSCs after transplantation, we analyzed the persistence of the differentiation and self-renewal capacity of old CD150^high^ HSCs over an extended period of 5 months. We co-transplanted old CD150^low^ or CD150^high^ HSCs (GFP–) with competitors (GFP+) and analyzed the differentiation and chimerism of donor HSCs 5 months later (Fig. 4c). We observed a consistent differentiation defect of old CD150^high^ HSCs when compared to their CD150^low^ counterparts by analyzing donor-derived HSPCs in the bone marrow (Fig. 4d). Additionally, the donor chimerism of old CD150^high^ HSCs exhibits a clear trend of decline from LT-HSCs through ST-HSCs, MPPs, to PB, while the donor chimerism of old CD150^low^ HSCs remains relatively stable (Fig. 4e), supporting a long-term differentiation defect of old CD150^high^ HSCs.

Collectively, these results indicate a long-lasting impairment in differentiation, but not in activation or self-renewal of old CD150^high^ HSCs.

### Old CD150^high^ HSCs are defective in the LT-HSCs to ST-HSCs transition

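Donor-derived LSK cells were sorted from recipients 14 days after transplantation of CD150 low or CD150 high HSCs of old mice, and 1 scRNA-seq library of each was deposited as raw UMI counts. The CD150 low library held 3567 barcodes and the CD150 high library 9631, of which 2492 and 2046 had the minimum of 2000 detected genes that the paper states. The kept cells had 50612605 and 64097515 UMIs in all, with a median of 19435.5 per cell in the CD150 low and 30651 in the CD150 high library. Scrublet called 6 and 10 of the kept cells doublets, which were left in. S and G2/M scores were regressed out before clustering, which used the 2000 most variable genes. For comparisons of phase and of score, each cell was thinned to 10878 UMIs, which left out 395 CD150 low-derived and 39 CD150 high-derived cells. There is no replicate of either library, so no test between them was run, and intervals cover counting error only.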

To determine the specific stage when the differentiation defects of old CD150^high^ HSCs occur, we performed comparative scRNA-seq analysis of the HSPCs derived from old CD150^low^ and CD150^high^ HSCs 14 days after transplantation. We obtained 2406 and 1925 high quality HSPCs derived from transplanted CD150^low^ and CD150^high^ HSCs, respectively (Fig. 4f). 

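With at least 2000 detected genes and at most 5% mitochondrial UMIs, 2406 CD150 low-derived and 1933 CD150 high-derived HSPCs were kept. These were 67.5% and 20.1% of the barcodes of their libraries. The median number of detected genes was 4463.5 in the CD150 low-derived and 5578 in the CD150 high-derived cells.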

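With Seurat's cell cycle lists and every cell at the same number of UMIs, 59.7% (exact 95% interval 57.5 to 61.9) of the CD150 low-derived and 63.1% (60.9 to 65.3) of the CD150 high-derived HSPCs were scored in S or G2/M phase. The difference was 3.37 percentage points (95% interval 0.317 to 6.42 by Newcombe's method, from counting error only), and 1 library per group gives no measure of the spread between mice. Without thinning the shares were 61% and 72.4%, and with a minimum of 3000 genes they were 62% and 61.5%.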

Cell cycle phase analysis indicated that similar proportions of HSPCs derived from CD150^low^ and CD150^high^ HSCs were actively cycling (Supplementary information, Fig. S9a), consistent with our previous results (Supplementary information, Fig. S8e, f).

Based on the expression of the HSPC marker genes^50,61^ and the HSPC sorting markers (*Ly6a*, *Kit*, *Cd34*, *Cd48* and *Slamf1*), the 4331 HSPCs can be divided into 7 subclusters that include LT-HSC-like, ST-HSC-like, MPP2-like, MPP3-like, MPP4-like, GMP-like and MEP-like cells (Fig. 4g; Supplementary information, Fig. S9b). 

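The clustering gave 8 clusters, numbered 0 to 7 by size, and each was named after the marker list that ranked highest in it. Clusters 1 and 4 were MPP4-like, cluster 2 MPP2-like, cluster 3 LT-HSC-like, cluster 5 MEP-like and cluster 6 GMP-like. The 10 leading genes of cluster 2 held 1 MPP2 gene and included *Pf4*, a gene of the megakaryocyte list, *Vwf* and *Treml1*. No megakaryocyte list was used for naming, so the MPP2-like name does not exclude cells of that kind. Cluster 0 ranked highest for the MPP4 genes, but had 2 MPP3 genes against 1 MPP4 gene among its 10 leading genes, so it is referred to by its number. The leading genes of cluster 3 were interferon-stimulated genes such as *Cxcl10* and *Ifit3*, and none of them is in the LT-HSC list. Cluster 7, with 9 CD150 low-derived and 18 CD150 high-derived cells, had 7 macrophage genes among its 10 leading genes and was left unnamed, a limit of 3 such genes having been set after seeing the data. It made up 0.374% of the CD150 low-derived and 0.931% of the CD150 high-derived HSPCs. No cluster was ST-HSC-like or MPP3-like at this resolution. For the sorting markers, *Ly6a* had 206 CPM in the CD150 low-derived and 215 in the CD150 high-derived cells, *Kit* 135 and 110, *Cd34* 327 and 178, *Cd48* 241 and 158, and *Slamf1* 16.5 and 35 CPM.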

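The LT-HSC-like cluster 3 held 5.4% (exact 95% interval 4.53 to 6.38) of the CD150 low-derived and 19.4% (17.7 to 21.2) of the CD150 high-derived HSPCs, a difference of 14 percentage points (12 to 16 by Newcombe's method). With the genes of Tables S1, S3 and S5 left out of the clustering features, the LT-HSC-like shares were 5.32% and 18.8%. The direction of this difference depended on the clustering. At a resolution of 0.3 the clusters named LT-HSC-like held 30.2% and 19.2%, at a resolution of 0.8 25.2% and 24.2%, and without regression of the cell cycle scores 27.8% and 15.4%. At the resolution of 0.8, the cluster led by the same interferon-stimulated genes as cluster 3 held 5.44% (4.57 to 6.43) and 19.5% (17.7 to 21.3). With minimums of 1500 and 3000 genes per cell, the LT-HSC-like shares were 5.5% and 20.1%, and 5.83% and 18.7%. The MPP2-like cluster 2 held 7.9% of the CD150 low-derived and 38.4% of the CD150 high-derived cells. In all cells, *Procr* had 24.2 CPM in the CD150 low-derived and 23.6 in the CD150 high-derived library, and *Hlf* 190 and 103 CPM.

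**Figure D4:**
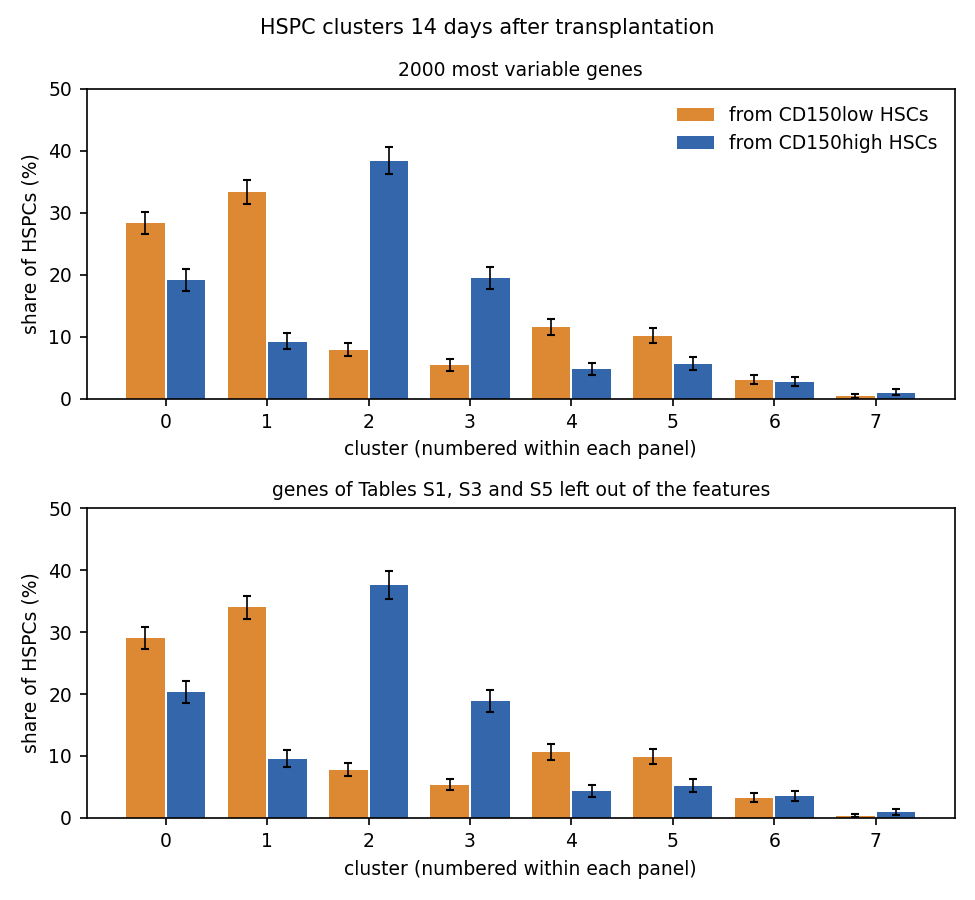
Share of the HSPCs of each library (%, y axis) in each cluster (x axis), for cells derived from CD150 low (orange) and CD150 high (blue) HSCs, with all 2000 variable genes (top) and with the genes of Tables S1, S3 and S5 left out (bottom), where bars are 1 library each and error bars exact 95% binomial intervals. In the top panel cluster 3, the LT-HSC-like cluster, holds 5.4% and 19.4%, and in the bottom panel cluster 3 holds 5.32% and 18.8%.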

When HSPCs derived from CD150^low^ and CD150^high^ HSCs were compared, we found that HSPCs derived from CD150^high^ HSCs were significantly enriched in LT-HSC-like cells (Fig. 4g, h), consistent with our FACS analysis (Fig. 4b; Supplementary information, Fig. S8c). 

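Cluster 0 held 28.4% (exact 95% interval 26.6 to 30.2) of the CD150 low-derived and 19.1% (17.4 to 21) of the CD150 high-derived HSPCs, and the MPP4-like clusters 1 and 4 held 33.3% and 9.21%, and 11.5% and 4.71%. These 3 clusters, all highest for the MPP4 genes, made up 73.2% (71.4 to 75) and 33.1% (31 to 35.2), and clusters 1 and 4, which keep the MPP4-like name, 44.8% and 13.9%. *Flt3*, an MPP4 marker, had 34.2 CPM in the CD150 low-derived and 11.5 in the CD150 high-derived library. An ST-HSC-like cluster appeared at a resolution of 0.8, with 15.5% of the CD150 low-derived and 7.81% of the CD150 high-derived HSPCs, and without regression of the cell cycle scores, with 20.7% and 10.1%. With a minimum of 1500 genes, ST-HSC-like clusters held 44.2% and 14.4%, and their leading genes, such as *Slc16a11* and *Ccl4* or *H2bc4* and *Spp1*, were those of clusters 1 and 4, so the naming of these cells as MPP4-like depends on the cell filter. The paper takes the ST-HSC shares of the groups as comparable, whereas in each of these settings the ST-HSC-like share was lower in the CD150 high-derived cells. From its shares it reasons that CD150 high HSCs are impaired mainly at the transitions from LT-HSC to ST-HSC and from ST-HSC to MPP4. For the enrichment of LT-HSC-like cells it also cites its flow cytometry.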

Since the proportions of CD150^low^ and CD150^high^ HSCs-derived ST-HSCs are comparable, our data indicate that the differentiation defects of CD150^high^ HSCs were mainly at the stages of LT-HSC to ST-HSC, and ST-HSC to MPP4 transitions. Given that MPP4 are the major progenitor cells of the lymphoid lineage, the substantial decrease in the MPP4 population might be a major cause of the biased differentiation of CD150^high^ HSCs.^30,32^

Consistently, when we further performed pseudo time analysis to map the differentiation trajectory, we found that HSPCs derived from CD150^high^ HSCs were predominantly enriched at early stages and less enriched at later stages compared to HSPCs derived from old CD150^low^ HSCs (Supplementary information, Fig. S9c), supporting that the differentiation of CD150^high^ HSCs is impaired compared to their CD150^low^ counterparts.

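No trajectory was fitted here. The mean expression of the LT-HSC markers minus that of the MPP4 markers, on cells thinned to the same number of UMIs, was used as a simple axis from LT-HSC- to MPP4-like cells. It was -0.129 ± 0.384 (SD over cells) in the 2011 CD150 low-derived and 0.154 ± 0.423 in the 1894 CD150 high-derived HSPCs. Above the median of all cells lay 34.3% (exact 95% interval 32.2 to 36.4) of the CD150 low-derived and 66.7% (64.5 to 68.8) of the CD150 high-derived cells. *Slamf1* is among the LT-HSC markers, and the donor HSCs were sorted by its protein. The axis ends at MPP4 markers only, so cells of other lineages need not score as later. The MPP2-like cluster 2, larger in the CD150 high-derived library, had 0.739 CPM of *Flt3*, against 47.4 in the MPP4-like cluster 1. The shift on this axis can thus reflect the shares of lineages as well as the stage of the cells.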

To further analyze the transcriptome differences between populations derived from old CD150^low^ and CD150^high^ HSCs, we identified differentially expressed genes between them. 

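With 1 library per group, differences within a cluster are described by their size and carry no count of changed genes. Among genes with at least 50 CPM in either library, the largest rises in the CD150 high-derived cells of the LT-HSC-like cluster 3 were *Vwf*, *Tcf15* (31.4 and 55.3 CPM) and *Nupr1*, and the largest falls were *Cxcl9* (61.6 and 1.62 CPM, with 80.3% of the CD150 low-derived UMIs in 1 cell), *Fosb* (69.5 and 2.73 CPM) and *Fos* (69.9 and 8.69 CPM). In cluster 0, highest for the MPP4 genes, *Mt1* (52.2 and 115 CPM) and *Ms4a3* (81.1 and 175 CPM) rose most, and *Jun* (174 and 52.6 CPM) fell most. In the MPP4-like cluster 1 *Ms4a3* rose (45.1 and 89.5 CPM) and *Fos* fell (72.4 and 9.28 CPM), and in cluster 4 *H2ac6* (92.8 and 24.5 CPM) and *Jun* (178 and 54.4 CPM) fell. *Hbb-bs* differed more, with 195 and 2.87 CPM in cluster 1 and 7.29 and 571 CPM in cluster 4, but 89.7% of its UMIs in the CD150 low-derived cells of cluster 1 and 99.6% of those in the CD150 high-derived cells of cluster 4 were in 1 cell. The interferon-stimulated genes that lead cluster 3 and the immediate early genes *Fos*, *Fosb* and *Jun* can respond to handling, which the design does not separate from the donor cells. ST-HSC-like cells could not be compared, since no cluster had that name.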

Significant transcriptome differences were observed in LT-HSC-like, ST-HSC-like, and MPP4-like subpopulations (Supplementary information, Fig. S9d–f). 

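Over all HSPCs, *Vwf* had 10.2 CPM (exact 95% Poisson interval 9.3 to 11.1) in the CD150 low-derived and 55.9 (54.1 to 57.8) in the CD150 high-derived library, and *Nupr1* had 26.4 and 88.7 CPM. *Ifitm3* had 700 and 934 CPM, and *Ifitm1* 422 and 456 CPM. Within the LT-HSC-like cluster 3, the values were 17.6 and 63.1 CPM for *Vwf*, 99.7 and 158 for *Nupr1*, 1293 and 1412 for *Ifitm3*, and 404 and 457 for *Ifitm1*. In the MPP4-like cluster 1 they were 3.46 and 8.17, 25 and 29.2 (with overlapping intervals), 720 and 776, and 595 and 932 CPM in the same order. In the MPP2-like cluster 2, *Vwf* had 65.6 and 110 CPM, *Nupr1* 54.8 and 128, *Ifitm3* 835 and 984, and *Ifitm1* 113 and 187 CPM. In the MPP4-like cluster 4, *Vwf* (1.19 and 1.68 CPM, with overlapping intervals) and *Ifitm3* (767 and 763 CPM) did not differ, and *Vwf* did not in the MEP-like cluster 5 (34.5 and 39.2 CPM). The other genes were higher in the CD150 high-derived cells of these clusters. For example, *Nupr1* had 16.5 and 26.9 CPM in cluster 4 and 46.2 and 84.5 CPM in cluster 5. In cluster 0 each of these genes was higher, such as *Ifitm1* with 409 and 684 CPM.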

Interestingly, some HSC aging marker genes, such as *Vwf*, *Nupr1*, *Ifitm3*, and *Ifitm1* are consistently upregulated in HSPCs derived from old CD150^high^ HSCs, indicating that upregulation of HSC aging genes can persist in downstream cells.

To further investigate the transcriptome difference, we performed GO analysis. 

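No GO analysis was run here, and lists of ribosomal protein genes and of chaperones were compared in its place. Over all HSPCs, the 87 ribosomal protein genes had a median log2 ratio of -0.08 in CD150 high-derived against CD150 low-derived cells, lower than every one of 10000 random lists of the same size matched on mean expression. By cluster, their medians lay between -0.09 and -0.02 in clusters 0 to 6, while that of cluster 7 was 0.07. The 27 chaperone genes had a median of 0.24, higher than every random list, and 96.3% of them were higher in the CD150 high-derived cells. They were also above every random list in each of the 8 clusters, with medians from 0.13 in cluster 1 to 0.50 in cluster 5. These percentiles describe the 2 libraries, not the conditions.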

Upregulated genes in cells derived from CD150^low^ HSCs are consistently enriched for ‘translation-related pathways’ across cell types, while those from CD150^high^ HSCs are enriched for ‘protein folding response-related pathways’ (Supplementary information, Fig. S9g). Increased translation in HSCs is associated with differentiation activities,^62–64^ indicating more active differentiation in old CD150^low^ HSCs. Protein folding response is linked to cellular stress, a hallmark of HSC aging,^65,66^ consistent with the impaired functions of old CD150^high^ HSCs. The consistently enriched pathways among cell types indicate that transcriptomic defects in HSCs may be passed to downstream progenitors.

To gain further support for this notion, we performed Gene Set Enrichment Analysis (GSEA) comparing HSPCs from old CD150^low^ and CD150^high^ HSCs. 

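Of the pathways, the interferon response and the unfolded protein response were looked at here through lists of interferon-stimulated genes and of chaperones, and mTOR signaling and glycolysis were not analysed here. Over all HSPCs, 18 interferon-stimulated genes had a median log2 ratio of 0.06 in CD150 high-derived against CD150 low-derived cells, at the 63.7 percentile of random lists matched on mean expression. In clusters 1 and 2 the medians were 0.19 and 0.20, above every random list, while in clusters 3 and 6 they were -0.14 and -0.20.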

Several pathways are consistently enriched in cells derived from old CD150^high^ HSCs, including IFN-α response, mTOR signaling, unfolded protein response, and glycolysis (Supplementary information, Fig. S9h). Some of these pathways have been linked to stem cell aging and their differentiation activities,^66–69^ further supporting that transcriptome defects in HSCs can be passed on to downstream cells.

Collectively, comparative bone marrow scRNA-seq analysis of transplanted old HSCs indicated that the differentiation defects of old CD150^high^ HSCs is caused by a block of LT-HSCs to ST-HSCs transition and the transcriptome defects of HSCs can be passed on to downstream progenitor cells.

### The “younger” subset of old HSCs can alleviate aging phenotypes and extend lifespan

Transplantation of young HSCs as an anti-aging therapy is impractical for humans due to immune incompatibility among different individuals. Given this challenge, the demonstration that HSCs in old mice have molecularly and functionally “younger” CD150^low^ HSCs prompted us to ask whether this subset of HSCs can help to attenuate aging phenotypes of old mice. To this end, we transplanted CD150^low^, whole HSCs (un-selected), or CD150^high^ HSCs from old mice into 13-month-old recipients and analyzed aging phenotypes 5 months later (Fig. 5a). Compared to mice that received CD150^high^ HSCs, mice transplanted with CD150^low^ HSCs showed higher percentage of B cells, and lower percentage of T cells and myeloid cells (Fig. 5b), as well as increased blood cell numbers, including lymphoid cells, neutrophils, eosinophils and red blood cells (Fig. 5c). Notably, a significant increase in naïve T cell ratio and a corresponding decrease in the Tcm and Tem cell ratios were observed when comparing mice that received old CD150^low^ HSCs to those that received old CD150^high^ HSCs (Fig. 5d; Supplementary information, Fig. S10a). These results suggest that transplantation of old CD150^low^ HSCs can improve both hematopoiesis and immune parameters in old recipient mice.

**Fig. 5:**
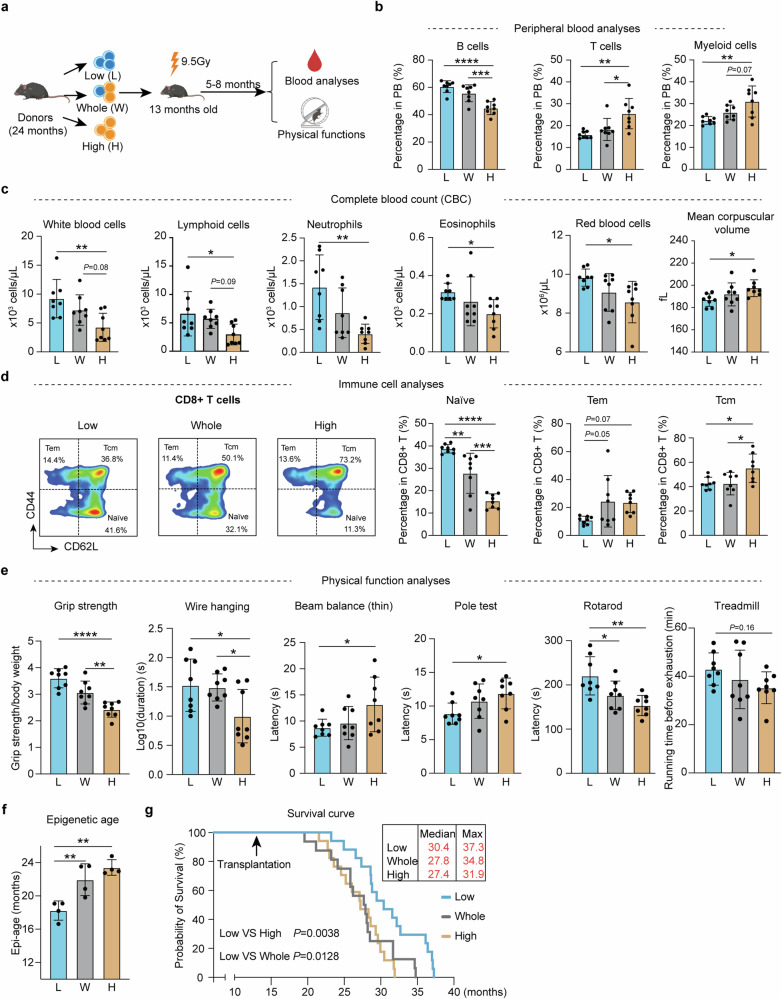
Transplantation of “younger” subset of old HSCs alleviates aging phenotypes of aged mice. **a** Diagram showing the experiment design of individual transplantation of 2000 old CD150^low^ (25% lowest), whole-HSCs (un-selected) and CD150^high^ (25% highest) HSCs into middle-aged recipients (13-month-old), *n* = 8. Five months after transplantation, a series of hematopoietic and physical tests were performed. **b** Bar graph showing the percentage of B, T and myeloid cells in the PB of recipient mice of the three groups, *n* = 8. **c** Bar graph showing absolute number of blood cells in PB of recipient mice from different transplanted groups, *n* = 8. **d** Representative FACS analysis of naïve T cells, Tcm and Tem ratio in CD8^+^ T cells and their quantification in recipient mice of the three groups, *n* = 8. **e** Physical tests of recipient mice that received CD150^low^, whole-HSCs and CD150^high^ HSCs. Muscle strength, motor coordination and endurance were assessed, *n* = 8. **f** Bar graph showing the epigenetic age of recipient mice from different groups using blood samples, *n* = 4. **g** Survival curve showing the lifespan difference among mice that received old CD150^low^, whole-HSCs and CD150^high^ HSCs. Each mouse received 2000 HSCs. Log-rank (Mantel-Cox) test, *n* = 17. For **b**–**f**, mean ± SD, one-way ANOVA, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. The graphic of the mouse in **a** was created with BioRender.

To determine whether improved hematopoiesis and immune functions can improve physical performance, we performed a series of tests that measure muscle strength (grip strength, wire hanging), coordination (beam balance, pole test), and endurance (rotarod and treadmill). Consistently, we found a general trend of degrading physical performance in the order of CD150^low^, whole-HSCs, and CD150^high^ HSCs (Fig. 5e) without significant differences in their body weight (Supplementary information, Fig. S10b). Consistent with improved physical performance, we found that old mice that received CD150^low^ HSCs displayed a lower epigenetic age in blood (Fig. 5f). Importantly, aged recipient mice transplanted with old CD150^low^ HSCs exhibited a substantial lifespan extension, achieving a 9.4% and 11.5% increase in median lifespan, and a 7.2% and 16.9% increase in maximum lifespan compared to counterparts transplanted with whole-HSCs or CD150^high^ HSCs (Fig. 5g).

Taken together, our results indicate that not only transplantation of young HSCs, but the “younger” subset of old HSCs can attenuate aging phenotypes of old mice. Considering that the functionally defective CD150^high^ HSCs increase with aging, our study raises the possibility that aging-alleviating effects might be achieved by reducing or removing the functionally defective CD150^high^ HSCs from old mice.

### Reducing the dysfunctional HSCs can alleviate aging phenotypes in old recipient mice

To assess whether reducing defective HSCs in old mice can enhance hematopoiesis and mitigate aging-related phenotypes, we mixed 500 old CD150^low^ HSCs with 2500 (1:5 ratio), 1000 (1:2 ratio) or 0 (1:0 ratio) CD150^high^ old HSCs and co-transplanted to irradiated middle-aged (13 months) mice to mimic whole-HSC, partial removal, and complete removal of CD150^high^ HSCs, respectively. Five months after the transplantation, we assessed the hematopoietic system and physical functions of recipient mice to compare the aging status of the three groups (Fig. 6a). The 1:5 ratio serves as a control, which is determined based on the percentage of q3 to the total HSC in old mice based on scRNA-seq (Fig. 2d).

**Fig. 6:**
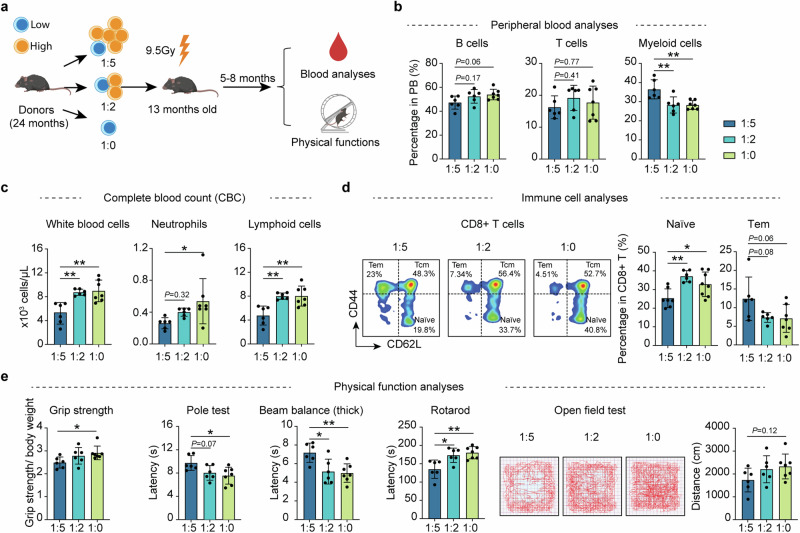
Reducing dysfunctional HSCs ameliorates aging phenotypes in old mice after transplantation. **a** Diagram showing the experiment design. Individual transplantation of 500 old CD150^low^ HSCs with: 2500 CD150^high^ HSCs (1:5 group); 1000 CD150^high^ HSCs (1:2 group) and 0 CD150^high^ HSCs (1:0 group) into middle-aged recipients (13-month-old). Five months after transplantation, a series of hematopoietic and physical tests were performed. **b** Bar graph showing the percentage of B, T and myeloid cells in the PB of recipient mice of the different groups. **c** Bar graph showing the blood cell numbers in PB of recipient mice from different transplanted groups. **d** Representative FACS analysis of naïve T cells and Tem ratio in CD8^+^ T cells and their quantification in recipient mice of different groups. **e** Bar plot showing the results of physical functional tests of recipient mice of different groups. Muscle strength, motor coordination, endurance and locomotor activity were assessed. *n* = 6 for 1:5 and 1:2 group, *n* = 7 for 1:0 group, mean ± SD, one-way ANOVA, *P < 0.05, **P < 0.01. The graphics of the mouse and equipment in **a** were created with BioRender.

PB analyses indicated that compared to the 1:5 group, the 1:2 and 1:0 groups have increased percentage of B cells and decreased percentage of myeloid cells (Fig. 6b). Complete blood counting also showed higher number of whole white blood cells, neutrophils, and lymphoid cells in the 1:0 and 1:2 groups compared to the 1:5 group (Fig. 6c). Importantly, increased naïve CD4^+^ and CD8^+^ T cells, as well as decreased effective memory T cells were also detected in the 1:2 and 1:0 groups compared to the 1:5 group (Fig. 6d; Supplementary information, Fig. S11a), indicating that the presence of the defective CD150^high^ HSCs has adverse effects on the “younger” functional CD150^low^ HSCs for hematopoiesis and immune function in old mice.

Next, we examined whether reducing the CD150^high^ HSCs ratio can improve physical functions of the recipient mice by performing a multitude of physical tests. The results indicate consistent improved physical functions in the 1:2 and 1:0 groups compared to the 1:5 group, including muscle strength (grip strength), motor coordination (pole test, beam balance, and rotarod), and locomotor activity (open field test), with no notable differences in body weight (Fig. 6e; Supplementary information, Fig. S11b). These findings not only confirm the adverse effect of the defective CD150^high^ HSCs in aged mice, but also suggest that their reduction in old mice can ameliorate aging-related phenotypes.

## Discussion

By transplantation, we demonstrated a key role of HSCs in systematic aging. Integrating scRNA-seq and functional evaluation, we identified a “younger” subset of HSCs in old mice that is marked by low level of CD150. Comparative analysis demonstrated that CD150^high^ HSCs from old mice are defective in LT-HSC to ST-HSC differentiation compared to the CD150^low^ HSCs. Importantly, transplantation of the “younger” CD150^low^ HSCs can alleviate aging phenotypes and extend the lifespan of old mice. Finally, we provide evidence demonstrating that the hematopoietic system and physical performance of old recipient mice can be improved by reducing the ratio of functionally defective CD150^high^ HSCs, raising the possibility that rejuvenation can be achieved by removing the dysfunctional HSCs in the elderly.

Originally characterized as a cell surface marker for LT-HSCs,^70^ CD150 has also been used to reflect differentiation bias of HSCs in young and old mice.^30,32^ Additionally, CD150^low^ HSCs from aged mice have been shown to retain normal lymphoid differentiation capacity when removed from the aged microenvironment.^34^ These previous results suggest a potential link between CD150 levels and HSC function during aging and are in line with our results, which further support CD150 as a marker of HSC aging heterogeneity. In addition to CD150, we identified other cell surface protein-coding genes, such as *Ramp2*, *Ehd3*, *Efna1*, *Gpr183*, *Jam2*, and *Tm4sf1*, as potential markers of aging heterogeneity in old HSCs. Since all these markers were identified using the same criteria and they exhibit strong positive correlations with each other in expression (data not shown), we believe that they would segregate old HSCs into very similar populations. We chose to use CD150 over the others due to the availability of antibodies and their performance on old HSCs sorting (data not shown). Interestingly, during the preparation of this manuscript, Kim et al. reported that *Clca3a1* can also serve as a marker to capture the HSC heterogeneity in old mice. They found that Clca3a1^high^ HSCs from aged mice have a decreased repopulation capacity in primary transplantation and exhibit a myeloid-biased differentiation compared to Clca3a1^low^ HSCs.^31^ However, this functional difference between Clca3a1^high^ and Clca3a1^low^ old HSCs was not maintained in the second transplantation. In contrast, the functional difference between CD150^high^ and CD150^low^ old HSCs persist in the second transplantation, indicating that CD150 is a more robust indicator of the functional heterogeneity of aged HSCs.

Since the discovery of the rejuvenating effects of young blood through parabiosis,^7^ great efforts have been made on searching for the rejuvenation factors from young blood. Although modulations of several candidate factors, such as CDC42, SELP, CCL5, PHF6, IGF1, PF4 and the Yamanaka factors (OCT4, SOX2, KLF4, c-MYC) have been reported to have rejuvenating effects during the past years,^23,46,71–77^ their rejuvenating capacities are limited and the mechanisms underlying their rejuvenating effects are not clear. In some cases, such as GDF11, conflicting results were also reported.^9,10,78,79^ Thus far, no universally accepted rejuvenating factors have been identified. Our findings reveal that old HSCs exhibit molecular and functional heterogeneity, comprising “younger” and dysfunctional “older” subsets. Moreover, reducing the proportion of dysfunctional HSCs ameliorates aging phenotypes in aged mice after transplantation, suggesting that removal of functionally defective HSCs from old could be a promising approach for alleviating aging phenotypes. Consistent with this notion, a very recent study showed that depletion of the myeloid-biased HSCs (marked by NEO1) by a specific antibody cocktail could restore immune functions in old mice,^80^ although whether such approach can lead to a systemic body rejuvenation remains unknown. Nevertheless, our study and this recent report have set the stage for achieving rejuvenation in the elderly by targeted removal of dysfunctional HSCs.

## Material and methods

### Mice

All experiments were conducted in accordance with the National Institute of Health Guide for Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee (IACUC) of Boston Children’s Hospital and Harvard Medical School. For bulk and scRNA-seq, 2–3-month young and 22–24-month-old male C57BL/6 mice were used (Jackson Lab, #00664). For HSC transplantation, 2–3-month-old male young (Jackson Lab, #00664) or 2–3-month-old GFP+ male young (Jackson Lab, #006567) mice were used. For competitive transplantation, competitor HSCs were collected from 3–4-month GFP+ male young (Jackson Lab, #006567) mice. Except specially mentioned, the recipient mice were B6 CD45.1 male mice (Jackson Lab, #002014), and the helper cells were also collected from B6 CD45.1 male mice. For old recipient mice, 13-month-old wild-type male mice were used and the helper cells were from age-matched wild-type male mice.

### LT-HSCs sorting and transplantation

Bone marrow cells were collected by crushing tibias, femurs, pelvic bone and spine. To improve the sorting efficiency, collected cells were further enriched by removing lineage-positive cells (CD4, CD8, Gr-1, CD11b, CD5, B220 and Ter119) with selection beads (STEMCELL, catalog #19856). The enriched cells were further stained with antibodies against mouse c-Kit, Sca-1, CD48, CD34, CD150. The LT-HSCs were defined as Lin^*−*^Sca-1^+^c-Kit^+^CD48^*−*^CD34^*−*^CD150^+^. For transplantation experiments, LT-HSCs were sorted with FACS sorter (SONY, SH800), mixed with 3 × 10^5^ Sca-1-depleted helper cells and transplanted into lethally irradiated (9.5 Gy) recipient mice. For the HSPCs sorting for 10X Genomics single-cell library preparation, we first transplanted old CD150^low^ or CD150^high^ HSCs (CD45.2) into irradiated young recipient (CD45.1) mice. Fourteen days later, bone marrow cells were collected, and the lineage-positive cells were removed using selection beads. The remaining cells were then stained with antibodies targeting CD45.1, CD45.2, Sca-1, and c-Kit, and CD45.2 LSK cells were sorted for 10X Genomics library preparation.

### Cell cycle and DNA damage marker γH2AX analysis of HSCs with FACS

The analysis of cell cycle status of HSCs was performed as perviously described.^81^ Briefly, bone marrow cells were prepared, enriched, and stained with HSC marker antibodies as mentioned before. Then the enriched bone marrow cells were fixed and permeabilized with BD Intra Kit (#641776). After washing, fixed HSCs were stained with monoclonal antibody against mouse Ki67 (eBioscience, #11-5698-80) and Hoechst33342 (Thermo Scientific, #R37165) or with antibody against DNA damage marker γH2AX (Cell Signaling Technology, #9719S). The stained cells were analyzed with FACS after washing.

### Bulk RNA-seq library preparation

Bulk RNA-seq library was constructed based on Smart-seq2.^82^ SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara catalog, #634890) was used and experiments were performed according to the manufacturer’s instructions.

### scRNA-seq library preparation

scRNA-seq library was prepared with Chromium Next GEM Single Cell 3’ Reagent Kits V3.1 (Dual Index) from 10X Genomics according to the manufacturer’s instruction and previously described method.^83^

### PB analysis via FACS

For PB analysis, up to 30 µL vein blood was collected from retro orbital sinus or tail tips into EDTA-coated tubes. Red blood cells were first removed by red blood cell lysis buffer (ebioscience, catalog #00-4333-57). The remaining white blood cells were stained with mixed monoclonal conjugated antibodies (CD45.1, CD45.2, CD3, B220, Gr-1 and CD11b). After incubation in 4 °C and darkness for 30 min, PB was analyzed by FACS (BD FICR canto-II).

### HSC culture in vitro

Sorted LT-HSCs were cultured in StemSpan™ SFEM II (STEM CELL, catalog #09605) with 10 ng/mL SCF (PeproTech, catalog #AF-250-03), 100 ng/mL TPO (PeproTech, catalog #315-14), 25 ng/mL Flt3L (PeproTech, catalog #250-31 L) and 25 ng/mL IL3 (PeproTech, catalog # 213-13). Six days after culture, the number of HSCs were quantified by FACS (BD FICR canto-II). For the proliferation curve, single HSC was sorted and cultured. The cell number was counted and recorded every day.

### Complete blood counting analysis of recipient mice

For whole mouse blood analysis, 75 µL vein blood was collected from retro orbital sinus and mixed with 225 µL 5 mM EDTA. Freshly collected whole blood was analyzed by Hematology system (ADVIA 120) within 2 h after collection.

### Naïve T, Tcm and Tem analysis

We analyzed the ratio of Naïve T cells, Tcm and Tem based on a pervious report.^84^ Briefly, PB was collected and red blood cells were removed by red blood cell lysis buffer (ebioscience, catalog #00-4333-57). The remaining cells were stained with antibodies against CD45.1, CD45.2, CD4, CD8, CD44 and CD62L. T cell subtypes were defined as follows: naïve (CD62L^high^CD44^low^), Tcm (CD62L^high^CD44^high^) and Tem (CD62L^low^CD44^high^).

### Physical function tests of mouse

Grip strength was tested by placing mice on a grid strength meter (Bioseb, Model GT3) so only their forepaws grasped the grid. Their tails were pulled three times, then they rested for at least 1 min. We averaged the top three maximum grip strengths and normalized for body weight.

Beam balance test was performed with homemade equipment: a 1-meter smooth wood strip elevated 50 cm. Mice were trained on a thicker pole (28 mm diameter) until they could cross without dropping. The next day, they were tested three times on the thicker or thinner pole (17 mm diameter). Latent time to cross was recorded.

For pole test, mice were placed at the top of a 50-cm grooved metal pole with a diameter of 1 cm with the mice head pointing down. The time from initial placement on the top of the pole to the time the mouse reached the base of the pole (forelimb contact with platform) was recorded with a stopwatch. Following a 30-min rest in their home cage, the trial was repeated another 2 times. The average time is calculated as the latent time to go down for each mouse.

The rotarod test assessed motor coordination and balance. Mice were placed on an accelerating Rotarod (Ugo Basile Apparatus) starting at 4 rpm. On day one, mice were trained at 4 rpm for 5 min, repeated twice. On test day, the rod accelerated from 4 rpm to 40 rpm over 5 min. Time and speed were recorded when mice dropped or after two passive rotations. Each mouse performed three tests over two days. Results were averaged over these tests.

For the wire hanging test, mice were placed on a metal grid with 1 cm mesh, elevated 50 cm above a cushioned surface with ~3-cm bedding. Mice were put on the metal grid, which was slowly inverted so they hung upside down. The time until the mouse fell was recorded. Each mouse was tested three times with 30-min intervals, and results were averaged.

For treadmill fatigue test, the protocol was adapted and modified from a previous publication.^85^ Briefly, mice were acclimated to the treadmill (Columbus Instruments) for 2 days before testing. The fatigue zone was set as one mouse body-length from the shock grid. On day 1, mice explored the treadmill for 5 min with the shock grid off, then ran at 6 m/min for 5 min with the shock grid on (1.5 mA, 3 Hz). Speed increased by 2 m/min every 2 min, stopping when mice ran at 10 m/min for 5 min. On day 2, the same protocol was followed with a top speed of 12 m/min. On the test day, speed increased stepwise up to a maximum of 26 m/min. Fatigue was defined when mice remained in the fatigue zone for over 5 s on three occasions. Latency to fatigue was recorded for analysis.

For the fear conditioning test, we used contextual and cued fear conditioning (CCFC). On day one, mice underwent 2 min of acclimation, followed by a 30-s tone and a 2-s foot shock (0.5 mA), then a 2-min intertrial interval; this sequence was repeated once more. The next day, mice were placed in the same context for 5 min without shock or tone (context test). On day three, mice were assessed in a modified context: 3 min without tone, then 3 min with tone (cued test). Video was captured using Noduls MediaRecorder 4.0, and freezing behavior was analyzed using Noldus EthoVision XT17.

For the Novel Y-Maze test, adapted from a previous study,^86^ mice were pre-acclimated in a separate holding room for 30 min. The procedure included a 3-min habituation phase with one arm blocked, followed by a 3-min test phase, separated by a strict 2-min intertrial interval. Before the test phase, the obstruction was removed, the maze cleaned, and mice were placed back into the start arm for the test trial. Distance and time traveled were recorded and analyzed using Noldus EthoVision XT17.

Open field testing used a transparent enclosure with a base of 27.3 cm × 27.3 cm and walls 20.3 cm high; the central zone was half of the total area. Mice were acclimated for at least 20 min prior to testing. Each mouse was placed in the center to begin assessment. Movements were tracked for 20 min using a tracking system (Med Associates, ENV-510), with data collected every 5 min. Analysis included total distance moved, average speed, active and inactive periods, and vertical events during the first 10 min.

### Reduced-representation bisulfite sequencing (RRBS) library preparation for HSCs

FACS sorted HSCs were lysed at 50 °C for 3 h and 75 °C for 30 min in 5 μL lysis buffer (20 mM tris-EDTA, 20 mM KCl, 0.3% Triton X-100, and 1 mg/mL protease). The lysed cells were then subject to MspI digestion at 37 °C for 3 h and 80 °C for 20 min. Following enzymatic digestion, end-repair mix (1 μL Klenow frag exo (5 U/μL), 0.2 μL of 10× TangoBuf, and 0.8 μL of dNTP mix) was added and incubated at 37 °C for 40 min and 75 °C for 15 min. For adaptor ligation, the reaction was incubated at 16 °C for 30 min, 4 °C overnight, and 65 °C for 20 min after adding the ligation mix (2.25 μL H_2_O, 1 μL T4 ligase (30 U/μL), 0.5 μL 100 mM ATP, and 0.75 μM methylated adaptor). Bisulfite conversion reaction was then performed with the EpiTect Bisulfite Kit (Qiagen, catalog #59104) following the manufacturer’s instructions. Adapter-tagged BS-DNA was then amplified by 16 cycles using Kapa HiFi Uracil+ ReadyMix (Kapa Biosystems, catalog #KK2801) with NEBNext Multiplex Oligos for Illumina (New England BioLabs, catalog # E7500L).

### ATAC-seq library construction

About 500–1000 cells were sorted by FACS to 10 µL tagmentation buffer (33 mM Tris-Acetate, 66 mM K-Acetate, 10 mM Mg-Acetate, 16% Dimethylformamide, and 0.02% Digitonin). Then, 0.5 µL Tn5-Adapter complex (Diagenode) was added and incubated at 37 °C for 30 min. The tagmentation reaction was stopped by adding 10 µL stop buffer (100 mM Tris-HCl, pH 8.0, 100 mM NaCl, 0.4% SDS, 40 µg/ mL Proteinase K) and the samples were incubated at 55 °C overnight to release the fragments. SDS was then quenched by adding 5 µL 25% Tween-20 and incubated on ice for 10 min. Next, 25 µL samples were mixed with 30 µL High-Fidelity PCR Master Mix (NEB), 2.5 µL P5 primer (10 µM) and 2.5 µL P7 primer (10 µM) for PCR amplification. The PCR products were then purified before sequencing.

### RNA-seq data analysis

For bulk RNA-seq datasets, adaptor of all sequenced reads was first trimmed by Trim Galore with parameter “-illumina -paried”. Then the filtered reads were aligned to the mm10 reference genome by Hisat2 (Version 2.0.0-b)^87^ with parameters “--no-mixed --no-discordant --dta-cufflinks --no-unal”. The aligned SAM files were then converted to BAM files with Samtools (Version 1.14)^88^ for further analysis. Next, HTSeq-count (V0.12.4)^89^ was used to calculate the count of reads for each gene, with the main parameters set as: “-f bam -s no -r pos”. The reference genome was downloaded from the USCS Table Browser. To quantify gene expression, the read count for each gene was normalized using DESeq2 (V1.22.2).^90^ The differentially expressed genes from each group were filtered with following criteria: adjusted *P* value < 0.05 and fold-change > 2 or < 0.5.

### ATAC-seq analysis

For ATAC-seq datasets, sequencing adaptors and low-quality reads were removed by Trim Galore with parameters: -q 20 --length 30 --paired. The clean reads were mapped to mouse reference genome (mm10) by bowtie2 (Version 2.5.1) with parameter: “-N 1 -L 25 -X 2000 -no-discordant”. After converting aligned SAM to BAM files using Samtools (Version 1.13), Picard (Version 2.26.4) was used for removing PCR duplications. Next, read counts were normalized by Reads Per Kilobase per Million mapped reads (RPKM) and converted to bigwig via bamCoverage (Version 3.5.1). The peaks were called by MACS2 (Version 2.2.7.1)^91^ with parameter “-t file -f BED -g mm -outdir OUTPUT -n NAME --nomodel --nolambda”. The peaks that overlap in more than 60% of the replicate samples in each group were kept for feature counts and subsequent analysis using DiffBind (V3.0.15).^92^ Peaks that differed significantly between groups were identified using DESeq2 with the following criteria: *P* value < 0.05 and fold-change > 1.5 or < 0.67. Deeptools (Version 3.5.1)^93^ was used to visualize the read coverages at peak regions. Motif calling and peak annotation was performed using HOMER (V4.10) with all identified peaks as background. The genes within 5 kb of analyzed peaks were regarded as peak-related genes.

### scRNA-seq data analysis

Paired reads from scRNA-seq were first aligned to mm10 reference genome with Cellranger --count (Version 3.0.2) from 10X Genomics. Transcriptome annotation composed of protein-coding genes was download and processed from Ensemble (released-102). To eliminate low-quality single cells, we filtered out single cells with feature numbers below 800 for freshly isolated HSCs (Fig. 2) and below 2000 for short-term transplanted HSCs (Fig. 4). Additionally, cells with mitochondrial transcripts accounting for more than 5 percent were also removed. Then, the remaining single cells were processed and analyzed with Seurat (V4.0.2).^94^ The young and old single cell data are first merged and then normalized and scaled. Two thousand variable feature genes were identified and used for UMAP presentation. The pseudo time analysis was performed using Monocle (Version 2.22.0).^95^ The ordering genes are the marker genes of different cell types from pervious report.^50,61^ The single cell GSEA analysis was performed using ClusterProfiler (Version 4.2.2).^96^

### Epigenetic age calculation

Paired sequencing files from RRBS were first merged and processed as a single file. Adaptors of all sequenced reads were trimmed by Trim Galore with parameters “-illumina”. Adaptor trimmed reads were mapped using Bismark (V0.20.0)^97^ using parameters “--fastq -L 30 -N 1 --non_directional”. Methylated CpGs were interpreted by bismark_methylation_extractor with parameter “-s --no_overlap --report -bedGraph”. For base resolution 5mC level calculation, a cutoff of minimal 3× coverage was required for each CpG site. Epigenetic age was calculated based on the identified sites and parameters from a previous study.^98^

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

## Data Availability

The dataset generated in this study is summarized in Supplementary information, Table S7. All data have been deposited to GEO with the accession number GSE233879.

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 1 — Supplementary Figure 1

## Supplementary information, Fig. S1

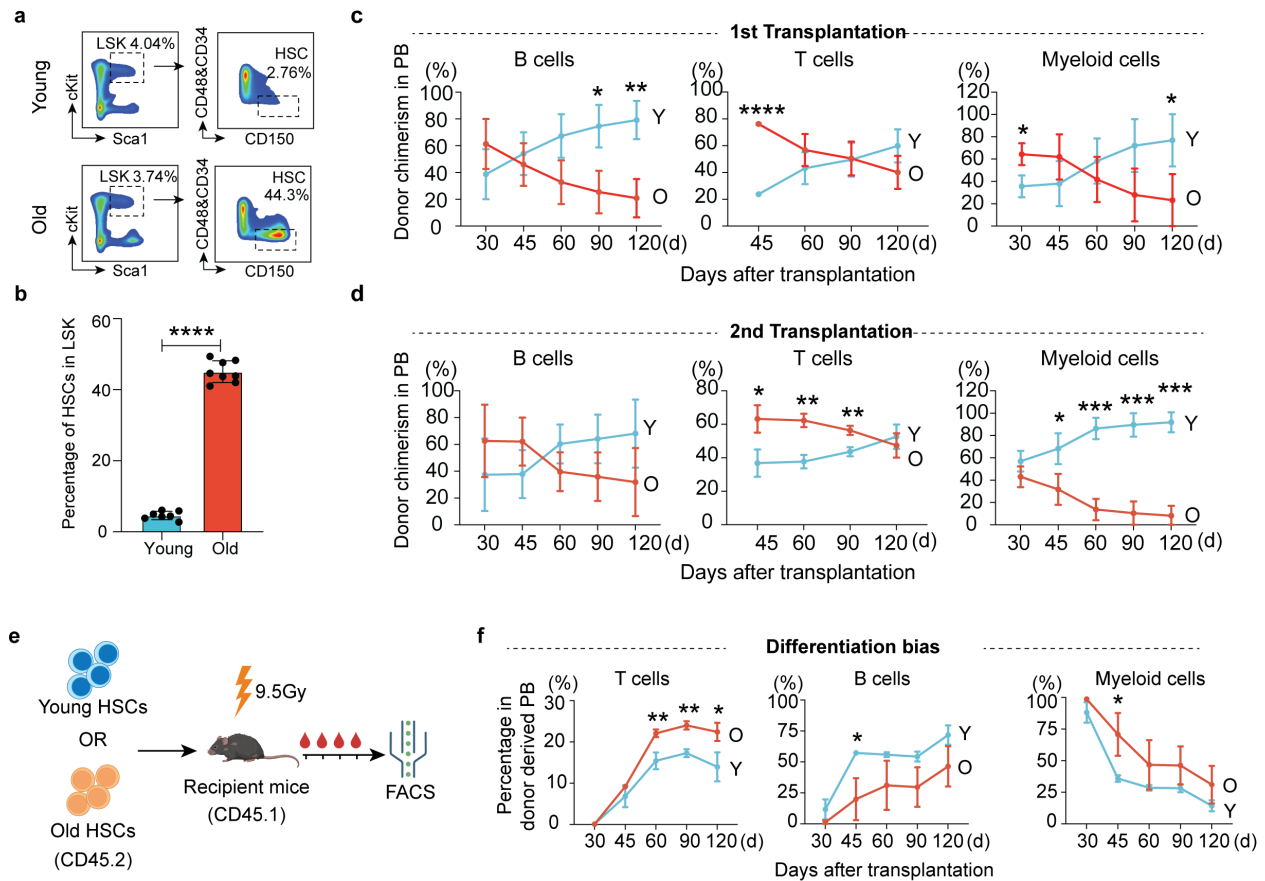

**Fig. S1 Aging-related functional decline of HSCs in mouse (related to Fig. 1).** **a** The gating strategy for LT-HSCs sorting. The lineage Sca-1<sup>+</sup>c-Kit<sup>+</sup> (LSK) was first gated, and LT-HSCs (CD48<sup>+</sup>CD34<sup>+</sup>CD150<sup>+</sup>) were gated in LSK population. **b** Bar graph showing the percentage of LT-HSCs in LSK HSPCs from young (2-3 months) and old (22-24 months) mice,  $n = 10$  for young,  $n = 9$  for old. **c-d** Peripheral blood chimerism of donor HSCs at different time after the first (**c**) and second (**d**) transplantation,  $n = 6$  for the first and  $n = 3$  for the second transplantation. **e** Diagram illustration of individual transplantation of young and old HSCs into young recipient mice for assessing differentiation bias. **f** Analysis of HSCs differentiation toward T, B and myeloid cells at different time after transplantation,  $n = 3$ . Mean  $\pm$  SD, student t test, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . The graphic of the mouse in **e** was created with BioRender.

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 2 — Supplementary Figure 2

## Supplementary information, Fig. S2

**a**

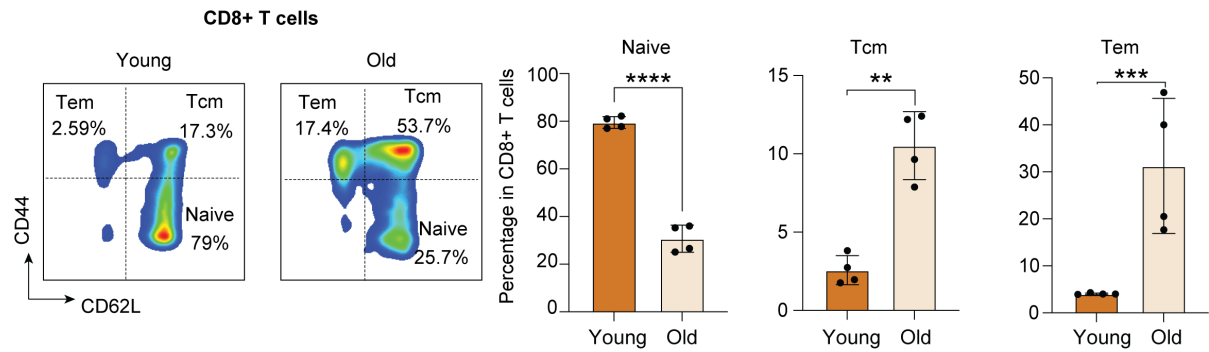

**b**

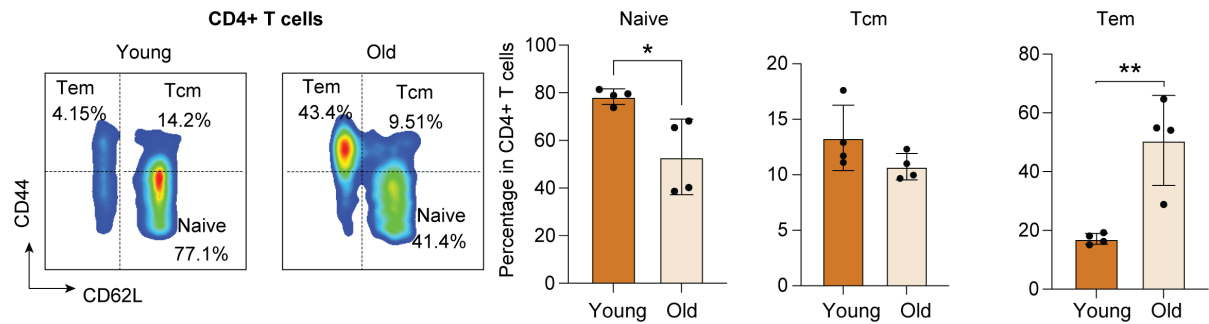

**Fig. S2 Immune profile alterations during aging in mice (related to Fig. 1).**

**a-b** Representative FACS analysis and bar plot showing the change in percentage of naïve, Tcm and Tem with aging in PB of mouse in CD8+ T cells (**a**) and CD4+ T cells (**b**). Mean  $\pm$  SD, student t test,  $n = 4$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 3 — Supplementary Figure 3

### Supplementary information, Fig. S3

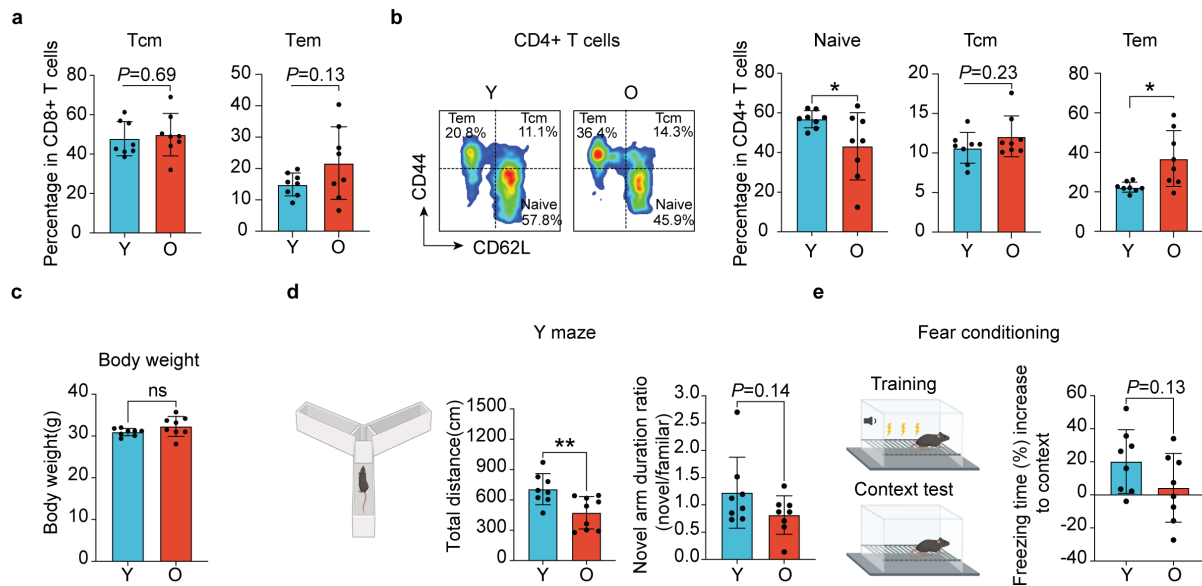

**Fig. S3 Transplantation of young HSCs alleviates aging phenotypes in old recipient mice (related to Fig. 1).** **a** Bar plot showing the percentage of Tcm and Tem in CD8+ T cells from recipient mice,  $n = 8$ . **b** Representative FACS analysis and bar plot showing the percentage of naïve T cells, as well as Tcm and Tem in CD4+ T cells from recipient mice,  $n = 8$ . **c** Bar plot showing the body weight of recipient mice that received young or old HSCs,  $n = 8$ . **d** Bar plot showing the total moving distance and the ratio of duration in novel arm to familiar arm in Y maze test of recipient mice,  $n = 8$ . **e** Bar plot showing the results of context fear conditioning test. Compared to acclimation, the increased freezing time was calculated,  $n = 8$ . Mean  $\pm$  SD, student t test, \*\*  $P<0.01$ , ns, not significant. The graphic of the mouse and equipment in **d** and **e** were created with BioRender.

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 4 — Supplementary Figure 4

## Supplementary information, Fig. S4

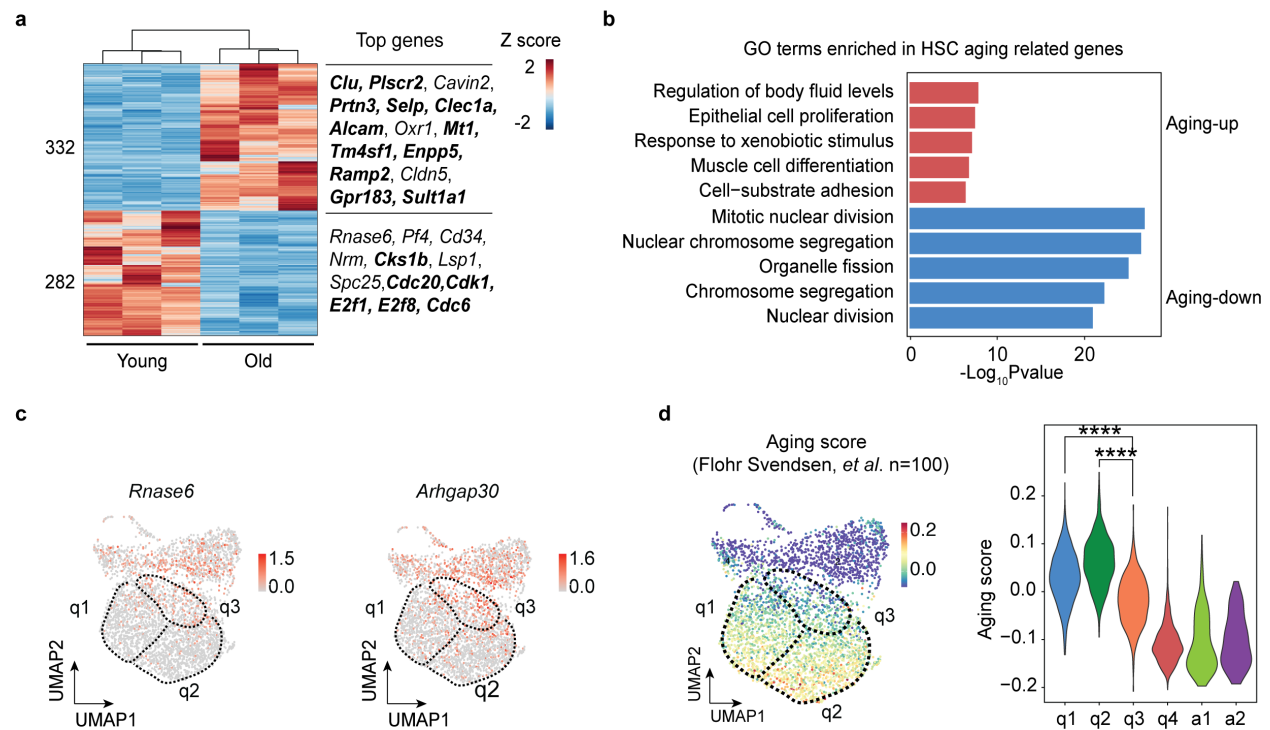

**Fig. S4 scRNA-seq reveals increased heterogeneity of old HSCs (related to Fig. 2).** **a** Heatmap showing HSC aging related genes that were identified through bulk RNA-seq analysis. Well-known HSC marker genes in public datasets were highlighted. **b** Bar graph showing the enriched GO terms in HSC aging related up and down genes identified in (a). **c** UMAP showing the expression of the young HSC marker genes (*Rnase6* and *Arhgap30*) in single cells. **d** UMAP (left) showing the calculated aging score based on public HSC aging marker genes (Supplementary information, Table S3) in each single cell. Violin plot (right) showing the aging score of cells from different clusters. Two-sided unpaired Wilcoxon test, \*\*\*\*  $P < 0.0001$ .

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 5 — Supplementary Figure 5

## Supplementary information, Fig. S5

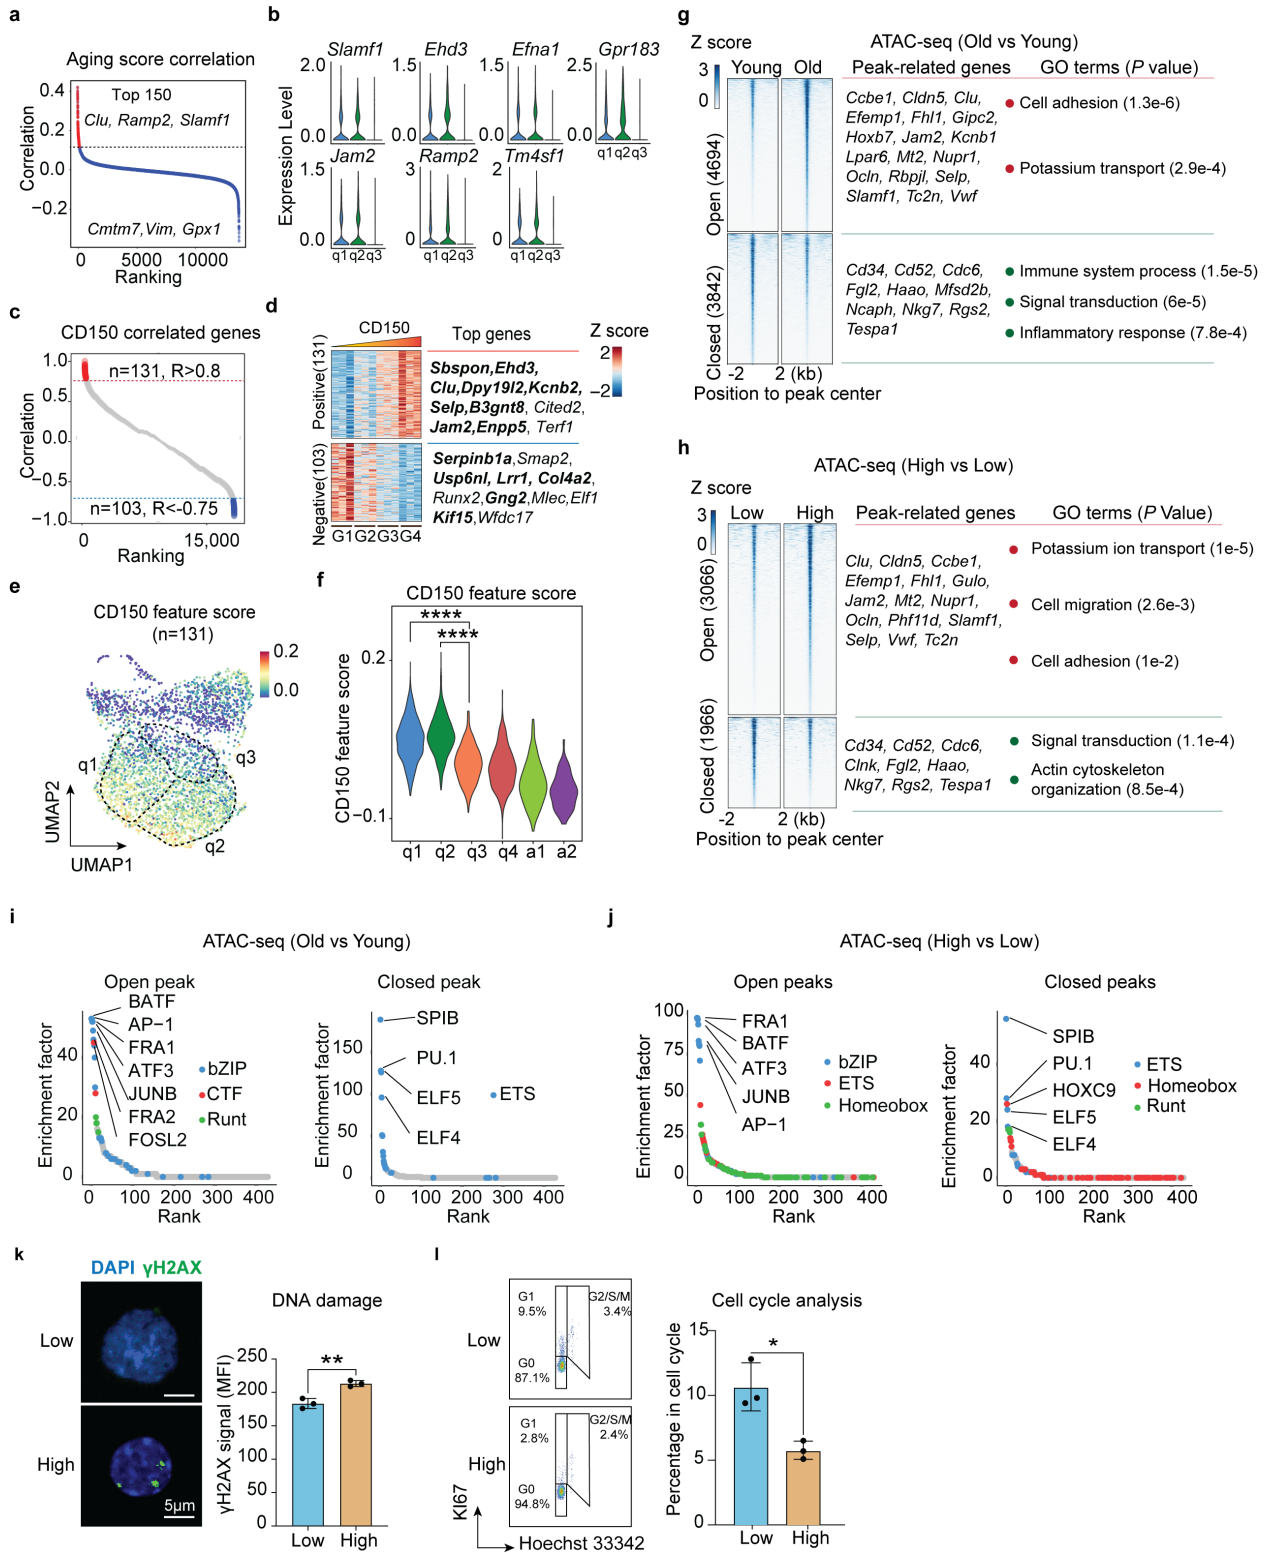

**Fig. S5 CD150 can serve as an aging heterogeneity marker of old HSCs (related to Fig. 3).** **a** Dot plot showing ranking of genes based on the correlation of their expression and aging score in scRNA-seq. The top 150 highly ranked genes were highlighted. **b** Violin plot showing expression level of potential marker genes in cluster q1, q2 and q3 by scRNA-seq. **c** Dot plot showing the ranking of genes based on their correlation with CD150 levels in expression of the four cell groups in Figure 3C measured by bulk RNA-seq. A total of 131 positively correlated genes ( $R > 0.8$ ) and 103 negatively correlated genes ( $R < -0.75$ ) were identified as CD150 related genes. **d** Heatmap showing expression changes of CD150-related genes with ascending CD150 level based on bulk RNA-seq. For positive correlated genes, previously identified HSC aging marker genes are highlighted. For negative correlated genes, genes that are highly expressed in young HSCs are highlighted. **e-f** Feature plot (**e**) and violin plot (**f**) showing CD150 signature scores of the six cell clusters in scRNA-seq. **g** Heatmap showing aging-related open and closed peaks, as well as representative genes near these peaks (within 5 kb of the TSS) and the corresponding enriched GO terms followed by *P* value. **h** Heatmap showing the differential ATAC-seq peaks between old CD150<sup>low</sup> HSCs and CD150<sup>high</sup> HSC, as well as representative genes near these peaks (within 5 kb of the TSS) and the corresponding enriched GO terms, followed by *P* value. **i-j** Dot plot showing enriched TFs in aging-related open (left) and closed (right) peaks (**i**), and differential peaks between old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs (**j**). The color of dot indicates different TF families. **k** Representative images and bar plot showing the level of  $\gamma$ H2AX in old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs,  $n = 3$ . **l** Left, representative FACS plot showing the percentage of old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs in different cell cycle phases. Right, bar graph showing the percentage of old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs in active cell cycle (G1 and G2/S/M),  $n = 3$ . For (g) and (h), Mean  $\pm$  SD, student *t* test, \* $P < 0.05$ , \*\*  $P < 0.01$ . For (f), Two-sided unpaired Wilcoxon test, \*\*\*\*  $P < 0.0001$ .

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 6 — Supplementary Figure 6

## Supplementary information, Fig. S6

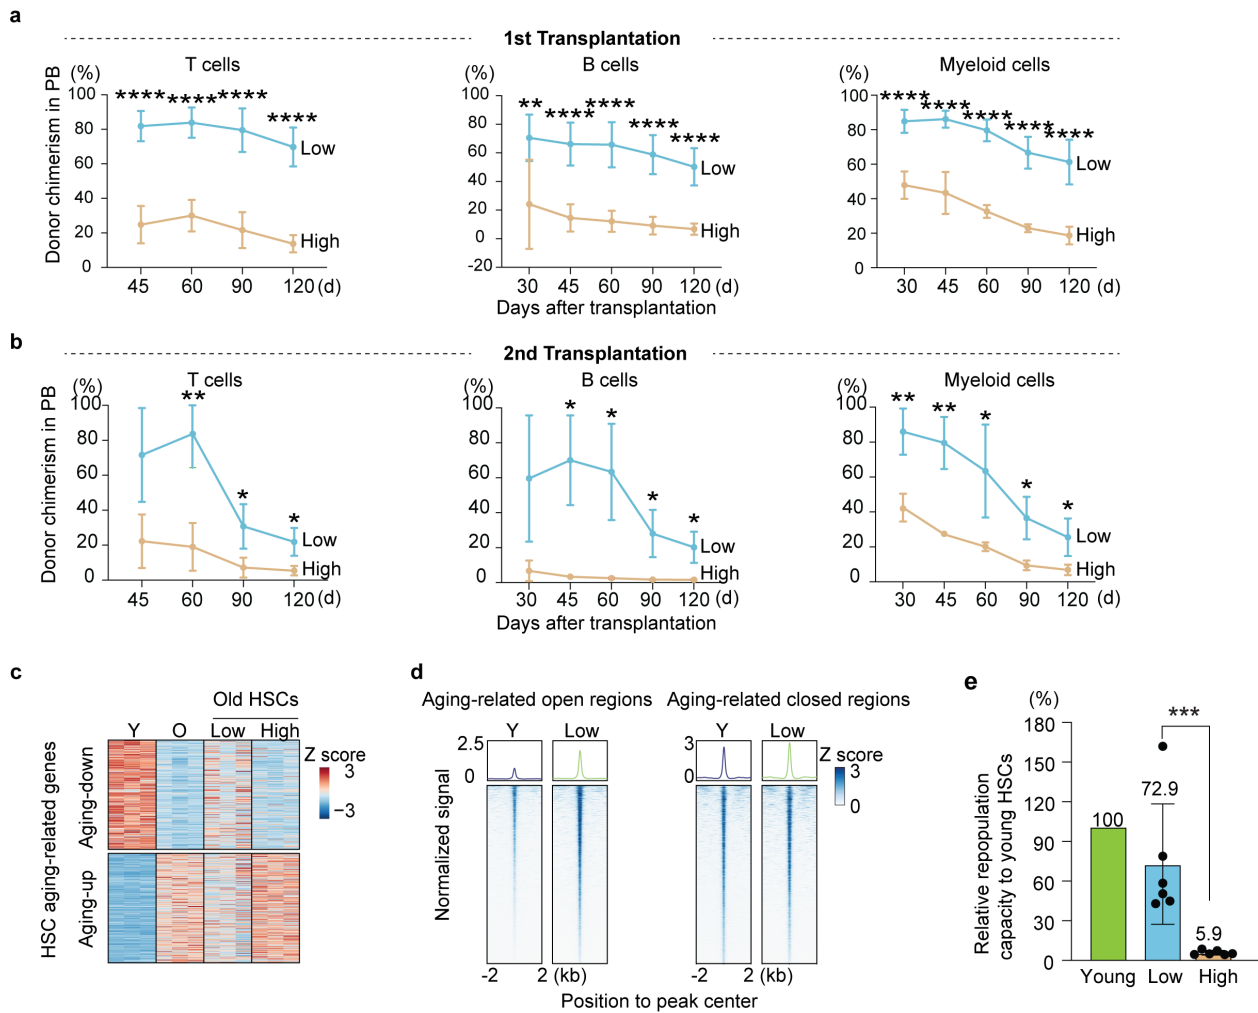

**Fig. S6 Comparison of old CD150<sup>low</sup>, CD150<sup>high</sup>, and young HSCs at the molecular and functional levels (related to Fig. 3).** **a-b** The peripheral blood chimerism of donor HSCs at different time after transplantation in the first (**a**) and second (**b**) competitive transplantation. B, T, and myeloid cells were analyzed individually. Mean  $\pm$  SD, student t test,  $n = 6$  for the first and  $n = 3$  for the second transplantation. **c** Heatmap showing the expression levels of aging-related up- and down-regulated genes in young and old HSCs, as well as old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs. **d** Heatmap and bar plot illustrating ATAC-seq signals in aging-related open and closed chromatin peaks. **e** Bar plot showing the relative repopulation capacity of old CD150<sup>low</sup> HSCs and CD150<sup>high</sup> HSCs to young HSCs. For each sample, their relative functionality compared to young HSCs is calculated based on their contribution to PB, normalized by the number of transplanted cells.  $n = 6$ , Mean  $\pm$  SD, student t test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 7 — Supplementary Figure 7

## Supplementary information, Fig. S7

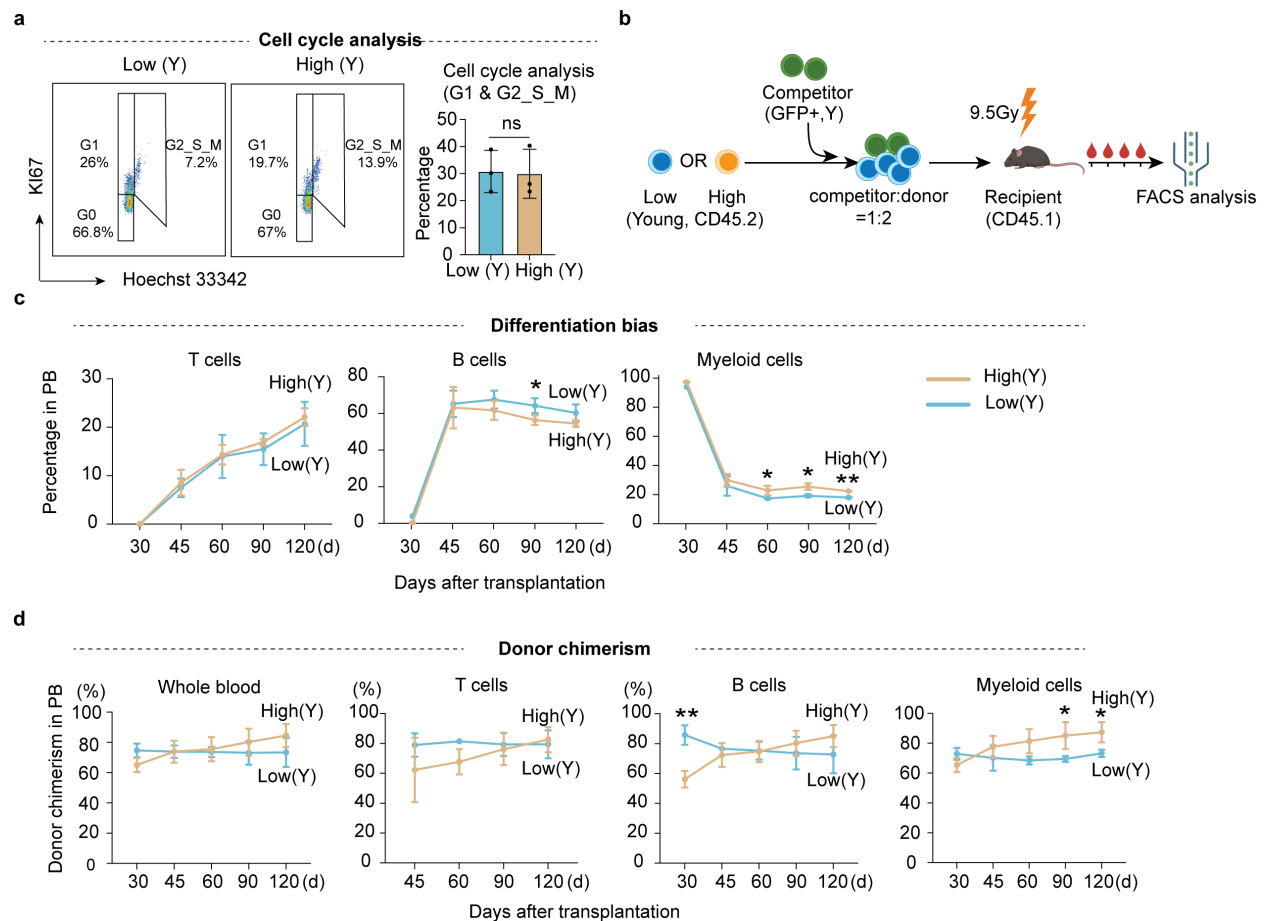

**Fig. S7 Comparable function of CD150<sup>low</sup> and CD150<sup>high</sup> HSCs from young mice (related to Fig. 3).** **a** Left, representative FACS plot showing the percentage of young CD150<sup>low</sup> (25% lowest) and CD150<sup>high</sup> (25% highest) HSCs in different cell cycle phases. Right, bar graph showing the average percentage of young CD150<sup>low</sup> and CD150<sup>high</sup> HSCs in active cell cycle (G1 and G2/S/M),  $n = 3$ . **b** Diagram illustrating the competitive transplantation for evaluating the repopulating capacity of CD150<sup>low</sup> and CD150<sup>high</sup> HSCs from young mice. The ratio of competitor to donor HSCs to was 1:2 (300 competitor HSCs with 600 donor HSCs). **c-d** The differentiation bias (**c**) and peripheral blood chimerism (**d**) of donor HSCs at different time after transplantation. Whole blood, T, B, and myeloid cells were analyzed.  $n = 3$ , Mean  $\pm$  SD, student t test,  $*P < 0.05$ ,  $**P < 0.01$ , ns, not significant. The graphic of the mouse in **b** was created with BioRender.

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 8 — Supplementary Figure 8

## Supplementary information, Fig. S8

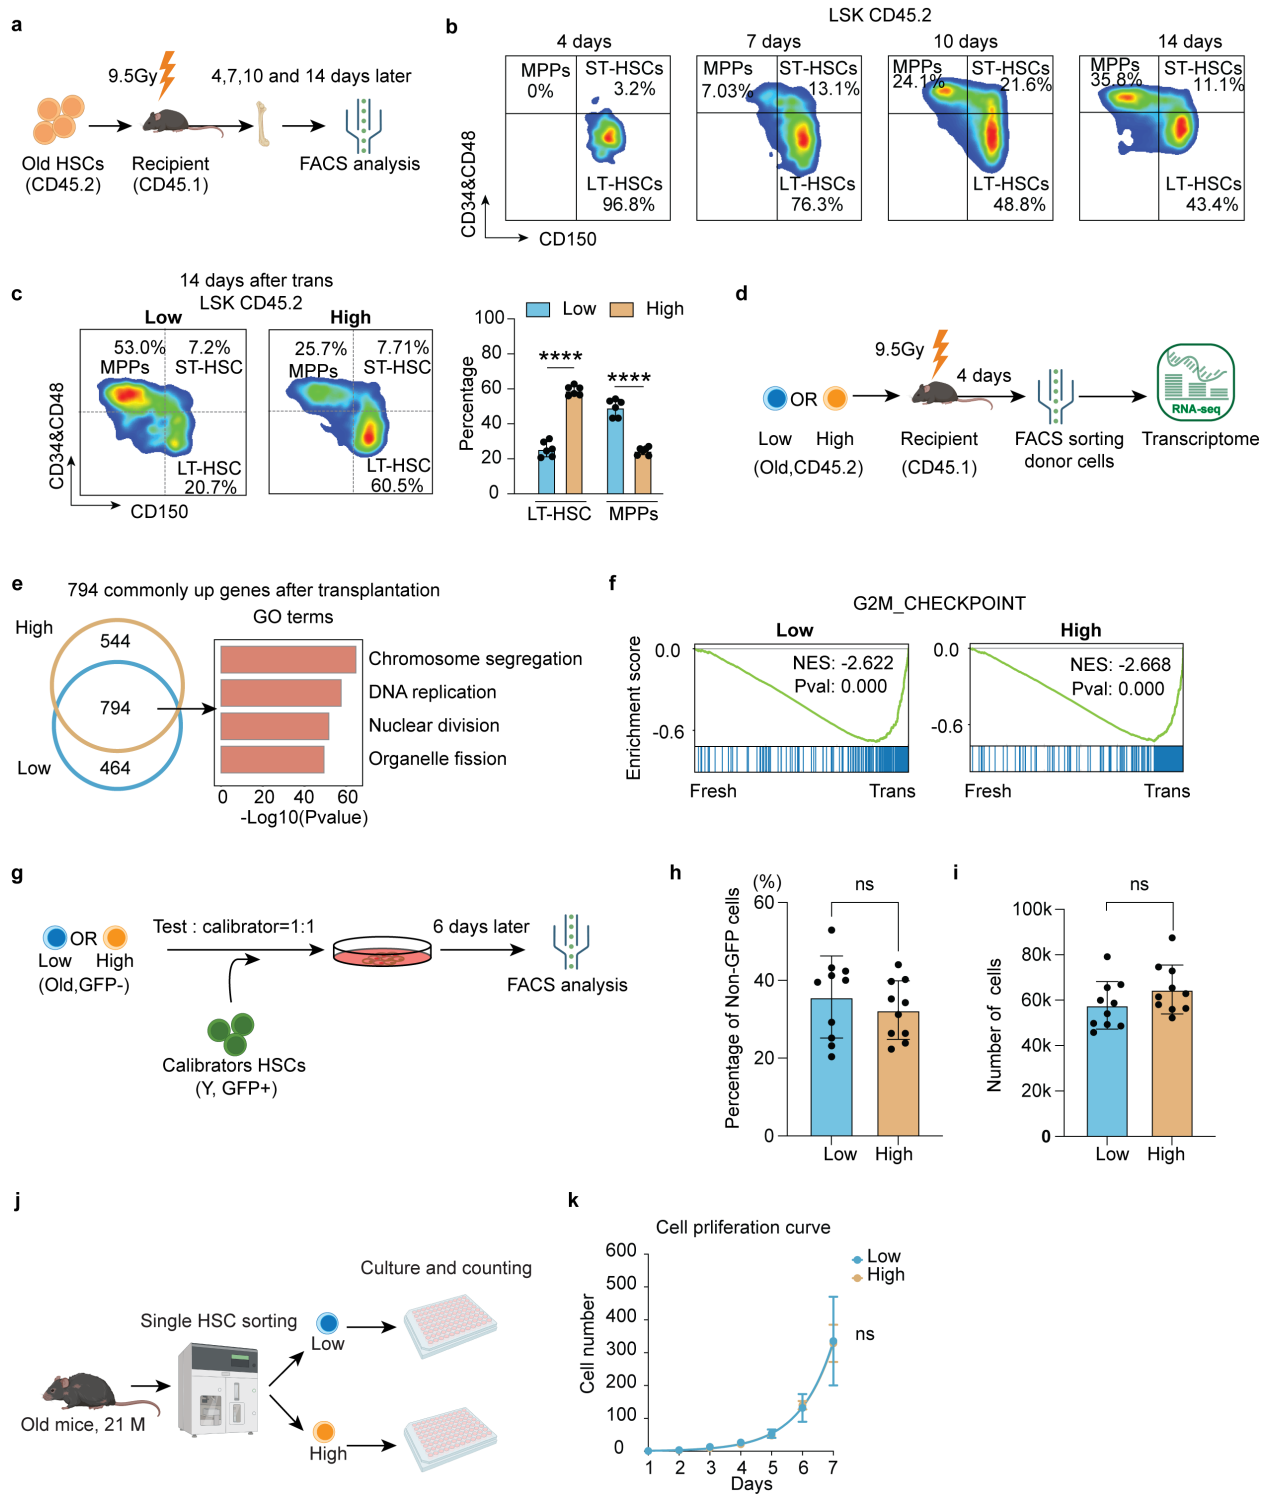

**Fig. S8 Differentiation, but not self-renewal, is a major defect of old CD150<sup>high</sup> HSCs (related to Fig. 4).** **a** Diagram of individual transplantation of old HSCs to study the differentiation trajectory after transplantation. The donor HSCs derived HSPCs in bone marrow were analyzed on days 4, 7, 10 and 14 after transplantation. **b** FACS analysis showing the differentiation trajectory of old HSCs after transplantation. On the 4<sup>th</sup> day, most donor HSCs are still maintained as LT-HSCs. From 7<sup>th</sup> days the LT-HSCs started to differentiate toward MPPs. **c** Representative FACS analysis of donor HSCs derived HSPCs (left) and quantification of different cell populations after transplantation (right) on day 14,  $n = 3$ . Mean  $\pm$  SD, student t test. **d** Diagram of transplantation to evaluate the difference in activation between old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs on day 4 after transplantation. The sorted donor HSCs were collected for transcriptome analysis,  $n = 3$ . **e** Venn diagram showing the genes that were commonly activated in old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs compared to freshly isolated old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs 4 days after transplantation (left). Bar graph showing enriched GO terms of the 794 commonly activated genes (right). **f** GSEA analysis showing that transplanted HSCs highly express cell cycle related genes in both CD150<sup>low</sup> (left) and CD150<sup>high</sup> (right) HSCs when compared with freshly isolated HSCs. **g** Diagram showing the experimental design for examining HSCs proliferation *in vitro*. In each well, 50 GFP+ cell and 50 old CD150<sup>low</sup> or CD150<sup>high</sup> HSCs were co-cultured. The percentage and absolute number of old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs were quantified 6 days after culture. **h** Bar graph showing comparable proliferation rate of old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs 6 days after culture. The percentage of non-GFP HSCs was shown,  $n = 10$ . Mean  $\pm$  SD, student t test. **i** Bar graph showing the absolute number of old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs 6 days after culture,  $n = 10$ . Mean  $\pm$  SD, student t test. **j** Diagram showing the workflow for evaluating the proliferation capacity of old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs. **k** Cell proliferation curve showing the cell number change with time (1-7 days),  $n = 8$ , student t test, Mean  $\pm$  SEM. \*\* $P < 0.01$ , \*\*\*  $P < 0.001$ , ns, not significant. The graphic of the mouse and equipment in **a**, **d** and **j** were created with BioRender.

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 9 — Supplementary Figure 9

# Supplementary information, Fig. S9

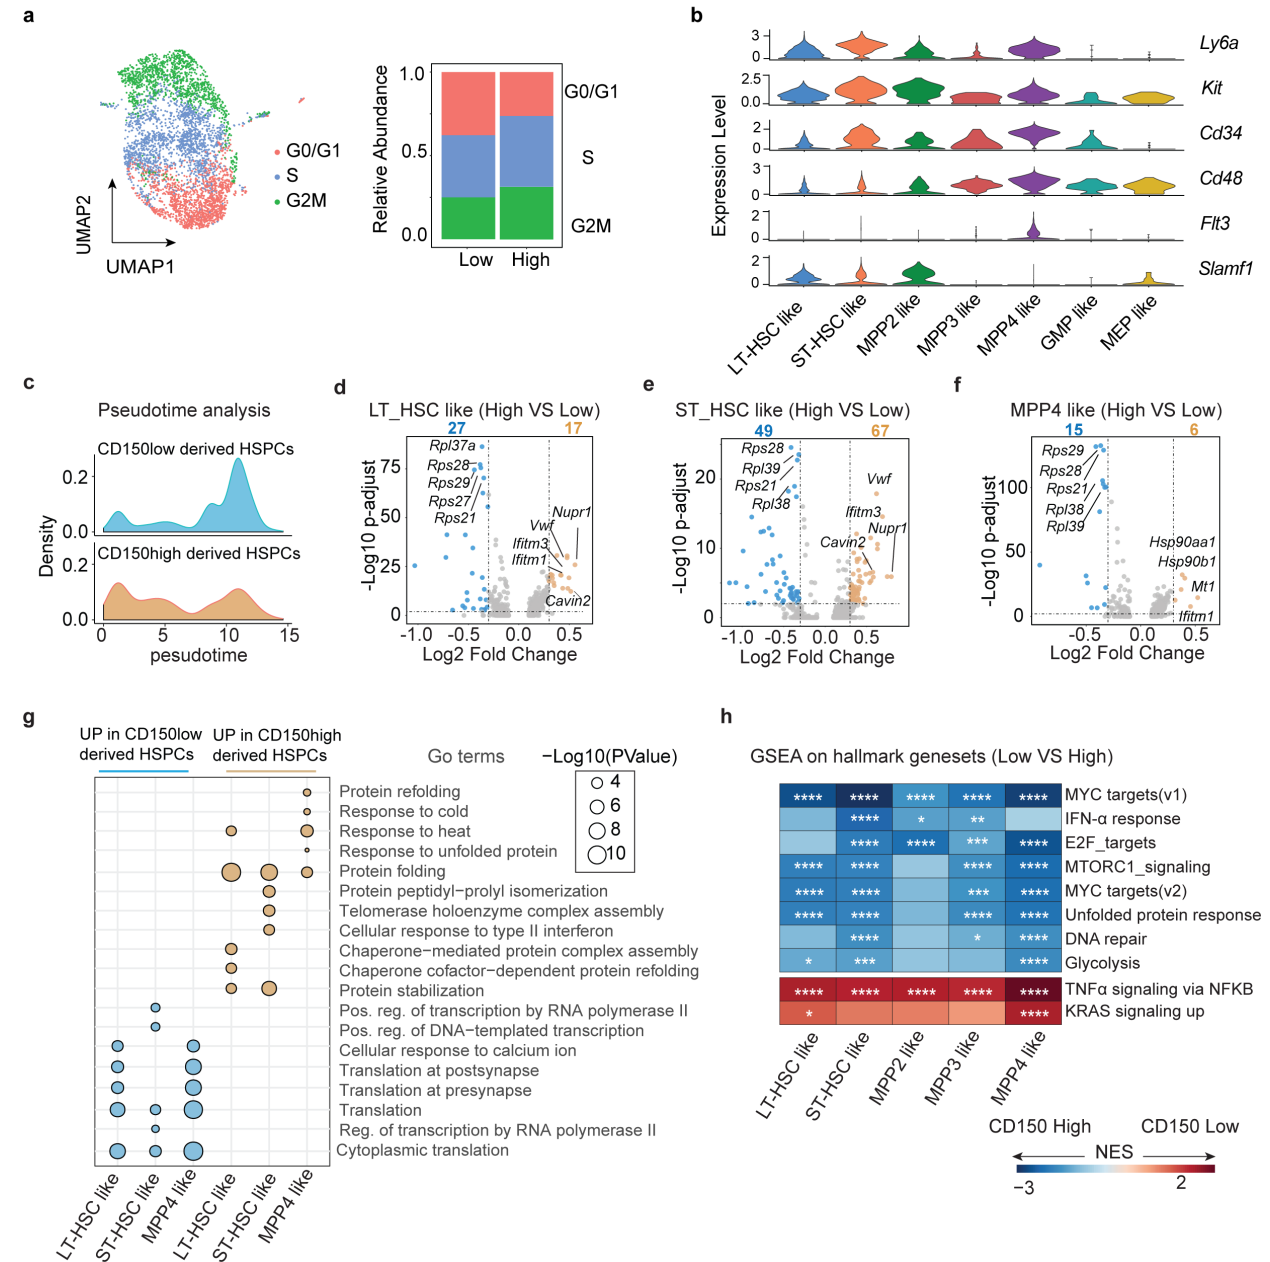

**Fig. S9 Old CD150<sup>high</sup> HSCs are defective in the LT-HSCs to ST-HSCs transition (related to Fig. 4).**

**a** UMAP and bar graph showing the distribution and percentages of cells in different cell cycle phases of HSPCs from CD150<sup>low</sup> and CD150<sup>high</sup> HSCs 14 days after transplantation. **b** Violin plot showing the expression pattern of cell type marker genes, including *Ly6a*, *Kit*, *Cd34*, *Cd48*, *Flt3* and *Slamf1* (CD150). **c** Density plot showing the relative abundance of cells at different pseudo time stage. **d-f** Volcano plot showing the differentially expressed genes between old CD150<sup>low</sup> and

CD150<sup>high</sup> HSCs derived HSPCs, including LT-HSCs-like (**d**), ST-HSCs-like (**e**) and MPP4-like (**f**) cells.

**g** Dot plot showing the enriched GO terms in differentially expressed genes between old CD150<sup>low</sup> and CD150<sup>high</sup> HSCs derived HSPCs. The size of dot indicates the significance of enrichment.

**h** Heatmap displaying the GSEA comparison between transplanted old CD150<sup>low</sup> and CD150<sup>high</sup> HSC-derived HPSC cell types, with red indicating activated pathways in CD150<sup>low</sup> HSCs derived cell types and blue indicating activated pathways in old CD150<sup>high</sup> HSCs derived cell types. \* $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 10 — Supplementary Figure 10

# Supplementary information, Fig. S10

**a**

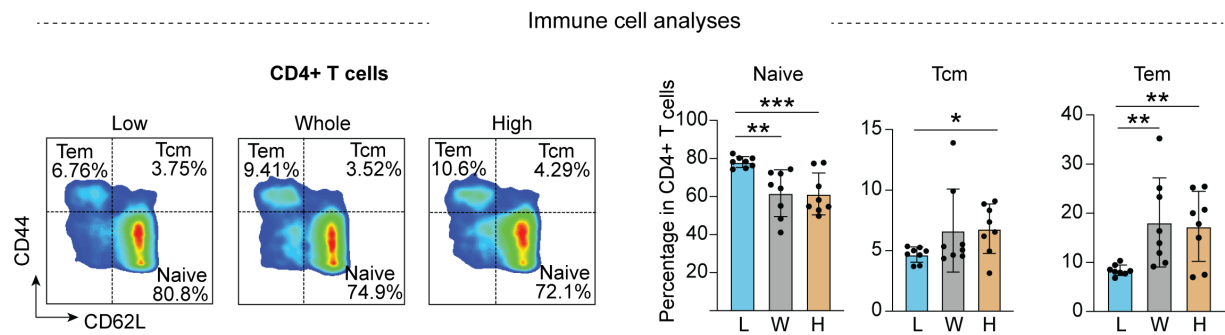

**b**

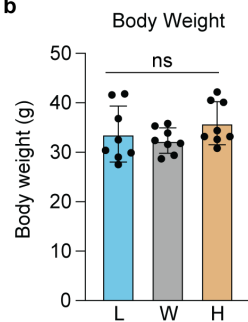

**Fig. S10 Transplantation of “younger” subset old HSCs attenuates aging phenotypes of old mice (related to Fig. 5).** **a** Representative FACS (left) analysis of naïve T cells, Tcm and Tem ratio in CD4 positive T cells of mice from different groups and their quantification (right, bar graphs). **b** Bar graph showing body weight of recipient mice from different groups. Mean  $\pm$  SD, one-way ANOVA,  $n = 8$ , \* $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , ns, not significant.

# Supplementary material for: Reducing functionally defective old HSCs alleviates aging-related phenotypes in old recipient mice
**Source:** Cell Res. 2025 Jan 2;35(1):45–58. doi: 10.1038/s41422-024-01057-5
**Supplement:** Supplementary file 11 — Supplementary Figure 11

# Supplementary information, Fig. S11

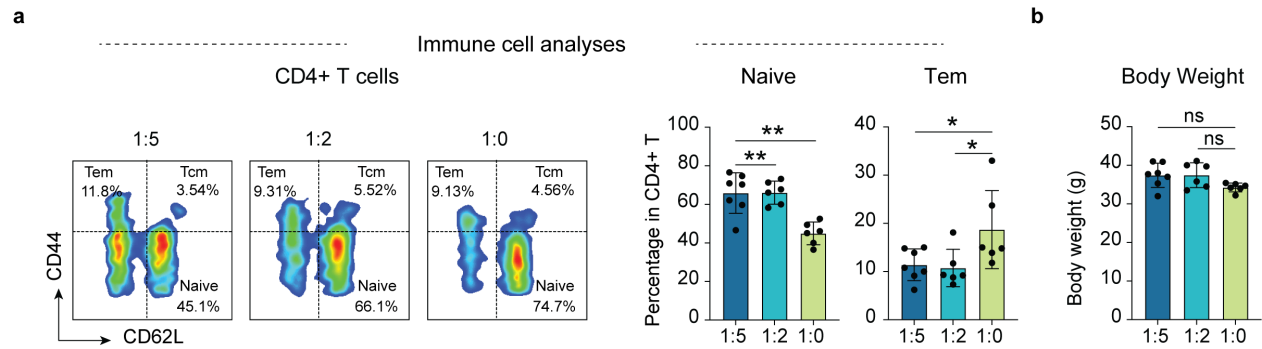

**Fig. S11 Reducing dysfunctional HSCs ameliorates aging phenotypes in old mice post transplantation (related to Fig. 6).** **a** Representative FACS (left) analysis of naïve T cells and Tem ratio in CD4 positive T cells of mice from the different groups and their quantification (right, bar graphs). **b** Bar graph showing body weight of recipient mice from different groups.  $n=6$  for 1:5 and 1:2 group,  $n = 7$  for 1:0 group; Mean  $\pm$  SD, one-way ANOVA, \* $P<0.05$ , \*\*  $P<0.01$ , ns, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

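Bulk RNA-seq libraries of mouse HSCs (24 in all, 3 per group) and 4 scRNA-seq libraries were used. The bulk groups are young HSCs (2 to 3 months), old HSCs (22 to 24 months), old HSCs sorted by CD150 level into G1, G2, G3 and G4, and CD150 low and CD150 high old HSCs recovered on day 4 after transplantation. These ages are those of the paper's methods. Its Table S7 gives wider ranges, up to an older age for young and down to a younger age for old mice. The scRNA-seq libraries are young HSCs, old HSCs, and HSPCs recovered 14 days after transplantation of CD150 low or of CD150 high old HSCs, with 1 library each. The methylation, chromatin accessibility and flow cytometry data were not analysed here. No trajectory, GO or hallmark gene set analysis was run, since the gene sets and the trajectory tool were not at hand.

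The bulk values are FPKM as deposited by the authors, who trimmed the reads with Trim Galore, aligned them to mm10 with Hisat2, and describe read counting with HTSeq-count and testing with DESeq2, while the tool that made the FPKM is not named. They were used as FPKM without further scaling. Each table has 21835 rows, and the 10 rows that repeat a gene symbol were summed, which left 21825 symbols. Of the symbols in the paper's tables, 49 were renamed to current ones. The FPKM of a library summed to between 549860.6 and 723258.7, and between 10362 and 11215 genes had at least 1 FPKM. Between 14581 and 17550 genes were above 0, and the 50 highest genes held 14.61% to 17.95% of the sum. All 13 mitochondrially encoded genes are listed at 0, and the 12 housekeeping genes checked are above 0 in every library. Read totals are not given. Relative depth was estimated from the spacing of values under 0.3 FPKM, and 98.6% of library pairs gave a ratio within 0.1 log2 of the one obtained through the other libraries. Whole read counts cannot be recovered from these values.

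The scRNA-seq values are raw UMI counts per gene and cell, made by the authors with Cell Ranger on mm10 and the protein-coding genes. Cells with at least 800 (fresh HSCs) or 2000 (HSPCs) detected genes and at most 5% mitochondrial UMIs were kept. Scrublet, run through scanpy 1.11.5 with an expected doublet rate of 0.06, was used to count doublets, which were left in, and for HSPCs were left out in an alternative.

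Bulk comparisons used limma 3.58.1 in R 4.3.3, with a trend of variance on mean (limma-trend), on log2(FPKM + 1), for genes with a mean of at least 1 FPKM in at least 1 of the groups. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 2 or below 0.5, without the fold threshold for the linear term over G1 to G4, for the interaction and for the comparison of the transplanted groups. Gene lists were tested with camera, with a preset inter-gene correlation of 0.01 and with an estimated one, and with fry. Correlation with *Slamf1* used the limits 0.8 and -0.75 and 100 permutations for the numbers of genes, and 100000 resamples for the named genes. The mean scores of gene lists were tested by exact permutation, within mice for G1 to G4. The labels of G1 to G4 give the same 3 mice in each group, so the replicate block was an alternative there, while replicate numbers of the other groups carry no pairing that the values bear out.

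scRNA-seq clusters were made with Seurat 5.3.0 from 2000 variable genes, 20 principal components and a resolution of 0.5. For fresh HSCs the genes of Table S1 (upregulated), Table S3 and Table S5 (positive) were left out of the features, and for HSPCs S and G2/M scores were regressed out. A cluster was named after the marker list with the highest z-score, and the name was dropped where another list had more genes among its 10 leading genes, while shares compared across settings are those of all clusters that rank highest for a list. A cluster with at least 3 macrophage genes among them was left unnamed, a rule set after seeing the data. Cell scores used 100 control genes per gene from 24 expression bins. Phases and spreads were compared between libraries on cells thinned to the 10th percentile of UMIs, while phases by cluster of fresh HSCs used all UMIs. Gene lists in scRNA-seq data were compared as log2 ratios of CPM with 10000 random lists matched on mean expression, for genes with at least 10 CPM and lists of at least 3 genes. Shares carry exact binomial, differences of shares Newcombe's and CPM values exact Poisson intervals at 95%.

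The genes named are those that the paper names for a comparison and, for each bulk comparison, the 3 with the largest rise and the 3 with the largest fall among the called genes whose groups do not overlap. Lists of macrophage, neutrophil, erythroid, megakaryocyte, B cell, T cell, chaperone, interferon-stimulated and immediate early genes were written by hand. The immediate early list was written after the scRNA-seq clusters were seen and before its bulk values, and a second macrophage list after the bulk values of the first.

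Alternatives set before the data were examined were a pseudocount of 0.1, a minimum of 5 FPKM or none, limma without trend, quantile normalization, the replicate block, no fold threshold, Spearman's rho, each library left out in turn, resolutions of 0.3 and 0.8, all variable genes, old cells alone, no thinning, minimums of 1500 and 3000 genes, no cell cycle regression and removal of doublets. A correction for transcript length and GC content, the genes of Table S3 in place of those of Table S1 in the bulk libraries, scores without the genes of Table S2, LT-HSC- and MPP2-like clusters taken together, the MPP4-like share from only the clusters that keep their name, and a term for G1 replicate 3 and G2 replicate 2 or their omission were added after seeing the data.

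The bulk tests were tested on simulated data with 200 changed genes of the depth and spread of these libraries. For a log2 change of 1.5, 86% were recovered between young and old HSCs, 71% between CD150 low HSCs and G1, 74% between the transplanted groups and 40% for the interaction, and for a change of 3 the last was 90.5%. For slopes of 0.3 and 0.6 per group, 39% and 94% were recovered. In simulated cells of 2 types that differed 4-fold in 200 genes, 100% of the cells lay in a cluster led by their own type. The types also differed in UMIs per cell. So large a difference does not test whether closer groups, such as the clusters of quiescent HSCs, can be separated. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, Matrix 1.6.5 and jsonlite 2.0.0, and figures with matplotlib 3.10.9.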

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

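The tests chosen only after the result was seen are, for *Wfdc17*, the length and GC correction, the comparison of the transplanted groups and the use of the omission of each library, itself planned, as a test, for the lists that respond differently, the comparison of the transplanted groups, and for the macrophage genes, the list of other blood cells and the second macrophage list.

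*Wfdc17* responded differently to transplantation in CD150 high and CD150 low HSCs, with a log2 difference of the responses of 3.91 (standard error 0.431, limma-trend adjusted p = 0.00327), and the paper does not report it. It had 139.3 ± 33.6 FPKM (SD, n = 3) in G1, 47.5 ± 32 in G2, 17.6 ± 17.1 in G3 and 11.2 ± 3.4 in G4, and the log2 difference of G4 from G1 was -3.53 (limma-trend adjusted p = 0.00015). Dependence on 1 library was tested by leaving out each of the 12 in turn, which left every adjusted p at 0.0244 or lower. A correction for transcript length and GC content left it at 0.00752, and 6 other alternatives gave 0.00105 to 0.0449. Between the transplanted groups the log2 difference was 0.378 (not past the threshold of limma-trend), so the different response may come from the level before transplantation. This would be a biological difference between the CD150 groups, as a hypothesis found and tested on the same data. Of 100 splits of the 12 libraries, 12 gave as many genes with an interaction as the real grouping, so that 1 called gene is not more than chance gives.

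The 42 S phase genes rose more in CD150 high than in CD150 low HSCs after transplantation, with a median log2 difference of the responses of 0.526 (camera with an estimated correlation p = 0.0053, fry p = 0.00191). Over the 12 fits that each left out 1 library, the value nearest 0 was 0.458, which argues against a single library. Between the transplanted groups these genes differed by a median of 0.0865, while before transplantation G4 was lower than G1 by a median of -0.492. The larger rise may therefore reflect the lower level before transplantation.

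The upregulated genes of Table S1 fell more in CD150 high HSCs, with a median difference of the responses of -0.286 (camera with an estimated correlation p = 0.0198, fry p = 0.0123). The value nearest 0 with 1 library left out was -0.196, and quantile normalization gave -0.179. After transplantation these genes were still higher in CD150 high HSCs, by a median of 0.106 (camera with an estimated correlation p = 0.0249, fry p = 0.0178). Before it, G4 was higher than G1 by a median of 0.48. The larger fall may therefore come from the higher level before transplantation.

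The genes of Table S6 rose more in CD150 high HSCs, with a median difference of the responses of 0.148 (camera with an estimated correlation p = 0.0183, fry p = 0.0109). The value nearest 0 with 1 library left out was 0.112. The transplanted groups differed by a median of -0.00964, and G4 from G1 by -0.157, so a difference before transplantation is again a candidate explanation.

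A signal that the paper does not discuss appears in genes of macrophages. The 18 tested genes of a list written before the files were seen were all higher after transplantation, with a median log2 fold change of 2.28 in CD150 low HSCs against G1 and of 2.66 in CD150 high HSCs against G4. Estimated correlation gave p = 0.0774 and 0.0721 from camera, above the threshold, and fry p = 0.00154 and 0.000856. Of these genes, 14 are in Table S6, so they are among those the study picked from these libraries. The list also differed between fresh groups, with a median of -1.2 over 8 tested genes in old against young HSCs (camera with an estimated correlation p = 0.0123, fry p = 0.000924). In the young libraries *C1qa* had 1.33 to 3.64 FPKM. *C1qa* was listed at 0 in all libraries of G1 and G4 and had 46, 16.8 and 45.4 FPKM in the transplanted CD150 high libraries and 53.2, 21.7 and 8.49 in the CD150 low libraries. *Tyrobp* rose from a mean of 2.78 FPKM in G1 to 76.4, while *Lyz2*, abundant in macrophages, had 493 FPKM in G1, 540 in G4 and 436 in transplanted CD150 high HSCs. The list's median was at the 100 percentile of random lists matched on mean expression, which argues against the lower depth of the transplanted libraries. The 3 tested neutrophil genes had a median of -3.49 and the 9 megakaryocyte genes of -0.987 in CD150 low HSCs, which argues only against a mixture of blood cells that includes neutrophils. RNA of erythroid cells is not argued against, since *Hbb-bs* had 40.2 FPKM in G1, 12.8 in G4, and 250 and 246 in the transplanted CD150 low and CD150 high libraries, although *Hba-a1* was listed at 0 in 2 of the CD150 low and 1 of the CD150 high libraries. A second macrophage list, written after the values of the first, had a median of 0.45 in CD150 low and 0.25 in CD150 high HSCs. Of its 6 genes under 5 FPKM in G1 and G4, 5 were higher in both transplanted groups, with medians over the 6 of 1.77 and 2.57. Its genes above this limit had medians of -0.243 and -0.0533. Macrophages or their RNA in the sorted cells and expression by the HSCs themselves cannot be told apart, because markers with a high level before transplantation would hide a small share of macrophages.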

How the results depend on the processing

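The alternatives chosen only after the results were seen are the correction for transcript length and GC content, the term for the 2 libraries apart, the omission of those libraries, the bulk scores from Table S3, the score without the genes of Table S2, the LT-HSC- and MPP2-like clusters taken together and the MPP4-like share from only the clusters that keep their name. Of 70 results, 26 are named in the design. Of the other 44, 10 fell below the threshold and 3 rose above it in at least 1 alternative, while 310 values were the same, 19 weaker and 11 stronger without leaving out a library, and 396 were the same, 39 weaker and 3 stronger with 1 library left out. For every change below, the cause was not tested, unless the setting itself shows it, such as more genes tested or no fold limit.

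For old against young HSCs, 50 genes were higher and 11 lower without a filter on low values, and 364 and 321 without a fold threshold. Leaving out 1 library gave 113 (without young replicate 1) to 218 (without old replicate 1) lower genes. For the linear term over G1 to G4, the numbers of rising and falling genes were 16 and 1 without the filter, 56 and 29 with the length and GC correction, 67 and 34 with the replicate block added to it, and 64 and 33 with the term for the 2 libraries. The replicate block alone gave 36 and 15. Falling genes were 23 with quantile normalization and 8 with a pseudocount of 0.1. Leaving out 1 library gave 18 to 34 rising and 4 to 14 falling genes.

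Genes below the limit for *Slamf1* numbered 157 with Spearman's rho. With deviations from each mouse's mean, a replicate block, 307 were above and 446 below the limits. Leaving out 1 library gave 99 to 380 and 113 to 537.

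After transplantation, removing the fold threshold gave 1570 higher genes in CD150 low, 1659 in CD150 high and 1209 in both. Genes whose response differed numbered 7 without the filter, and 1 to 12 with 1 library left out. Genes that differed between the transplanted groups numbered 2 with quantile normalization, 4 without the filter, 6 with limma without trend, 6 with a pseudocount of 0.1, 2 with the replicate block and 3 with the length and GC correction, and 0 (without G4 replicate 1) to 39 (without the third transplanted CD150 low library) with 1 library left out.

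The difference of G1 from young HSCs in the upregulated genes was 1.791 with a pseudocount of 0.1, 1.023 with libraries scaled to one median and 1.649 with the genes of Table S3, and in the downregulated genes -0.909 and -0.822 for the first 2 settings.

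In fresh scRNA-seq data, the lower aging score of the cluster that ranks highest for the q3 genes was -0.0404 with Table S3, -0.0269 with thinned UMIs, -0.0175 without the genes of Table S2, -0.0384 at a resolution of 0.8, -0.0302 with all variable genes and -0.0382 with old cells alone. A resolution of 0.3 had no such cluster and gave no value. The correlation of the scores was 0.593 without shared genes, 0.773 thinned and -0.00223 with random matched lists. The difference in spread was 0.0063 without thinning and 0.0178 with Table S3.

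For HSPCs, the difference of the LT-HSC-like share reversed to -11 percentage points at a resolution of 0.3 and -12.3 without cell cycle regression, and was -1.03 at 0.8, with an interval of -3.59 to 1.56 that includes 0. For LT-HSC- and MPP2-like clusters together it was 44.5, and 21.1, 23.5 and 23.7 at a resolution of 0.3, without regression and at 0.8. The MPP4-like difference, over all clusters that rank highest for the MPP4 genes, was -21.9 at a resolution of 0.3, -17.1 at 0.8, -13.5 without regression and -10.3 with at least 1500 genes. At 0.8 and with at least 1500 genes these sums include clusters whose name was dropped. From only the clusters that keep their name, the MPP4-like difference was -30.9, and -14.7 at a resolution of 0.8 and -0.306 (interval -0.98 to 0.396) with at least 1500 genes, and that for LT-HSC- and MPP2-like clusters together was 29.2 at 0.8. The difference in S or G2/M phase was 11.4 points without thinning and -0.515 with at least 3000 genes, with an interval of -3.65 to 2.62 that includes 0.

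The number and spread of the libraries limit the interaction, for which 40% of simulated changes of 1.5 were found, and a limit from depth alone was not tested.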

Differences from the paper's values

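The paper's number of genes upregulated in old HSCs is 332, and the value here was 217. Of the alternatives set before the data were examined, the one without a fold threshold gave 364, within the range set for a difference, and the others did not. The paper's number of genes negatively correlated with CD150 is 103, and the value here was 271. Leaving out G1 replicate 3 gave 113, and none of the other alternatives set before the data were examined came as near.

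For the correlation of the CD150 feature score with the aging score, the paper's value is 0.78 and the value here was 0.808. With thinned UMIs it was 0.773, and none of the alternatives set before the data were examined gave the paper's value.

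Fig. S8e of the paper shows about 460 genes higher after transplantation in CD150 low HSCs only and about 540 in CD150 high HSCs only, read by eye, against 237 and 338 here. For the former, the values without a fold threshold (361), with quantile normalization (347), without G1 replicate 1 (308) and without transplanted CD150 low replicate 3 (311) were near enough to the paper's. For the latter, the same held without a fold threshold (450), with quantile normalization (381), without G1 replicate 1 (366) or 2 (417), and without transplanted CD150 low replicate 2 (385) or 3 (368). The other alternatives set before the data were examined did not close these gaps.

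Fig. 4h of the paper shows LT-HSC-like shares of about 16% of the 2406 CD150 low-derived and about 50% of the 1925 CD150 high-derived HSPCs, read by eye, against 5.4% of 2406 and 19.4% of 1933 here. MPP2-like shares are about 4.6% and about 1.9% in Fig. 4h of the paper, against 7.9% and 38.4% here, and GMP-like shares about 0.4% and about 0.5% in Fig. 4h of the paper, against 2.99% and 2.64% here. None of the alternatives set before the data were examined closed these gaps, and for GMP-like shares a resolution of 0.8 and minimums of 1500 and 3000 genes gave no such cluster and so no value. MEP-like shares are about 0.5% and about 1.0% in Fig. 4h of the paper, against 10.1% and 5.54% here. For CD150 high-derived cells, each of the 7 alternatives set before the data were examined gave a value near the paper's, from 0.724% to 0.938%. For CD150 low-derived cells they gave 0.23% to 0.333%, below the paper's value by more than the range set for a difference. MPP4-like shares are about 66% and about 34% in Fig. 4h of the paper, and clusters that rank highest for the MPP4 genes held 73.2% and 33.1% here, but those that keep the name, a count made after seeing the values, held 44.8% and 13.9%. The paper describes the ST-HSC shares of the groups as comparable. No cluster was ST-HSC-like here in the main clustering. At a resolution of 0.8, such a cluster held 15.5% of the CD150 low-derived and 7.81% of the CD150 high-derived HSPCs.

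The paper states that marker genes of q3 are higher in young HSCs. The median log2 fold change of these genes in bulk old against young HSCs was -0.21, with p = 0.331 from camera with an estimated correlation, so the shift was not past the threshold.

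Table S1 of the paper lists *Arhgap30* as lower in old HSCs. It was not past the threshold over all genes here (limma-trend adjusted p = 0.0594), but was with quantile normalization and with limma without trend.

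The paper names *Selp*, *Usp6nl*, *Lrr1* and *Kif15* among the genes that follow CD150. By the linear term over G1 to G4 none passed the threshold here (limma-trend adjusted p = 0.0558, 0.0844, 0.0877 and 0.166). *Selp* passed with a minimum of 5 FPKM, quantile normalization, the replicate block, and without G1 replicate 1, G1 replicate 3 or G2 replicate 1. Under settings chosen after seeing the values, *Selp* and *Usp6nl* passed with the correction for transcript length and GC content, also with the replicate block added, and with a term for G1 replicate 3 and G2 replicate 2. *Lrr1* and *Kif15* passed under none of the settings. The correlation of *Kif15* with *Slamf1*, -0.596, did not reach the limit of -0.75.

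The paper counts 26 membrane proteins among the genes of Table S4, and the table marks 25.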

Other observations

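The tests chosen only after the result was seen are the swap of labels and the comparison of all pairs for the libraries apart, the erythroid and B cell tests and the relation to GC content for the same libraries, the scaling shift for Table S1, the G2/M comparison of the transplanted groups, the hemoglobin count, the use of the resolution and regression settings, themselves planned, as a test of the LT-HSC-like share, both tests of immediate early genes in HSPCs, and the hemoglobin UMIs per cell in HSPCs.

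Other splits of the same libraries were counted for each bulk result. Of the 10 splits of 3 libraries against 3, 1, the real one, gave as many called genes between young and old HSCs, and the others gave 0. With 10 splits, chance cannot be excluded below 0.1. The real split was also the only one with a result as large for the q1 genes (1 of 10), the q2 genes (1 of 10) and the q3 genes (1 of 10), for the genes higher in CD150 low (1 of 10) and CD150 high HSCs (1 of 10) after transplantation, and for the G2/M genes in both (1 of 10 each). Between the transplanted groups, 2 of the 10 splits gave as many genes. Of 100 splits, 1 gave as many genes higher in both groups after transplantation and 1 as many genes in the linear term over G1 to G4. For *Slamf1*, 2 of the 101 arrangements gave as many positive and 3 of the 101 as many negative correlations.

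G1 replicate 3 and G2 replicate 2 stand apart from their groups and had r = 0.958 with each other over the 11700 tested genes, the basis of the correlations in this paragraph, against 0.981 over all genes. In both, 2203 genes were higher and 2451 lower than in each of the other 10 libraries, and 1 of the 66 pairs was set apart by as many genes, the next pair by 710. Across genes, the difference of these 2 libraries from the other 10 had Spearman's rho of -0.382 with the GC content of the transcript, and 1 of the 66 pairs, this one, had a correlation as large. The length and GC correction raised the lowest correlation of G1 replicate 3 with its group from 0.912 to 0.929, below the lowest between G3 or G4 replicates (0.974), which argues against the GC trend as the whole cause, though not as a part of it. This library had at most r = 0.916 with the other G2 libraries, and G2 replicate 2 at most 0.946 with the other G1 libraries. Both are below the lowest between G3 or G4 replicates (0.973 before the correction), so swapped labels would not explain why they stand apart. Whether the labels were swapped cannot be told. The mean correlation with the own group minus that with the other was 0.00613 for G1 replicate 3 and -0.00453 for G2 replicate 2. Of the 6 blood cell lists, 0 had their 2 highest means in these 2 libraries. The erythroid list ranked 1 and 4 and the B cell list 2 and 4 among the 12 libraries. *Hba-a1* reached at most 18.6 FPKM in the 2 libraries, while the first old library, with 468 FPKM, had r of at least 0.976 with its group over the genes tested in all 24 libraries, which argues against RNA of erythroid cells. Of the 5 B cell genes, 4 were under 1 FPKM in both libraries and the other was above it in all 12, which argues against RNA of B cells. What sets them apart stays open, and no biological explanation was tested.

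In the first old library, 5 of the 7 erythroid genes had their highest value, so erythroid RNA in this library is a possible explanation. The erythroid list had a median log2 fold change of 0.442 in old against young HSCs.

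The upregulated genes of Table S1 fell after transplantation. Quantile normalization left the median in CD150 low HSCs at -0.971, which argues against a shift of all genes by the scaling, and the list lay at the 0 percentile of random matched lists, which argues against depth. The downregulated genes of Table S1 rose by medians of 1.18 and 1.69. The change may be biological, as a response to transplantation or to division, but handling of fresh and transplanted cells is confounded with it.

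The G2/M genes rose more in CD150 high HSCs, by the preset correlation only, and the transplanted groups differed by a median of 0.0205, so a difference before transplantation may account for it.

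Other lists had these medians after transplantation in CD150 low and CD150 high HSCs: erythroid genes (6 tested) -0.764 and 0.386, megakaryocyte genes -0.987 and -0.74, chaperones 0.779 and 0.739, interferon-stimulated genes 0.036 and -0.262, immediate early genes -1.61 and -1.68, B cell genes (2 tested) -0.0165 and -0.391, and the T cell gene tested -0.768 and -0.567. For the erythroid genes, fry gave p = 0.13 and 0.00122, and the responses differed by a median of 1.32 (p = 0.0367 from camera with an estimated correlation, p = 0.0506 from fry). Between the transplanted groups, megakaryocyte genes were higher in CD150 high HSCs by a median of 0.589 (p = 0.0029 from camera with an estimated correlation, p = 0.00101 from fry). *S100a8* and *S100a9* were listed at 0 in all 6 transplanted libraries.

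In scRNA-seq data, immediate early genes had a median log2 ratio of -0.518 in old against young HSCs, below every random list. In the bulk libraries their median was -0.947 with p = 0.557 from camera with an estimated correlation, so a difference shared by other mice and one of the 2 cell samples cannot be told apart. In HSPCs the median was -0.879 in CD150 high-derived against CD150 low-derived cells. It was lower in 8 of the 8 clusters, which argues against different shares of the clusters. It lay at the 0 percentile of random lists, but 1 library per group keeps handling of the cell samples open.

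The lower aging score of the cluster that ranks highest for the q3 genes kept 90.7% of its size with thinned UMIs and 100% with G0/G1 cells only, which argues against a different number of UMIs and against cells in cycle. The cells of this cluster had more UMIs, with a median of 16256, than those of clusters 0 (13392) and 1 (11869).

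For the larger LT-HSC-like share in CD150 high-derived HSPCs, the difference was 13.5 percentage points with the aging and CD150 genes left out of the features and at least 12.9 at the other minimums of genes, which argues against those choices. It was -12.3 at its lowest over the other resolutions or without regression, so the direction may depend on how cells are assigned to the LT-HSC-like class.

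Hemoglobin genes differed between the libraries within the MPP4-like clusters, in opposite directions. In cluster 4, 1 cell held 99.6% of the *Hbb-bs* UMIs of the CD150 high-derived cells, which argues against background RNA shared by all cells. What kind of cell this is was not tested.

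In the CD150 high-derived library, 2046 of the 9631 barcodes reached the minimum number of genes, and the rest had a median of 681 UMIs. In HSPCs the upregulated genes of Table S1 had a median log2 ratio of 0.185 and those of Table S3 of 0.539 between the libraries, both above every random list, over clusters whose shares differ. Within clusters 0 to 6 the medians of Table S3 lay between -0.206 (cluster 5) and 0.26 (cluster 3), with 0.0132 in cluster 1 and -0.172 in cluster 6. Those of Table S1 lay between 0.0055 (cluster 4) and 0.259 (cluster 3) in clusters 0 to 4, at the 100 percentile of random lists in clusters 2 and 3. They were -0.0792 in cluster 5 and -0.0091 in cluster 6.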
